# Chromatin architecture reorganization during neuronal cell differentiation in *Drosophila* genome

**DOI:** 10.1101/gr.246710.118

**Published:** 2019-04

**Authors:** Keerthi T. Chathoth, Nicolae Radu Zabet

## Abstract

The organization of the genome into topologically associating domains (TADs) was shown to have a regulatory role in development and cellular function, but the mechanism involved in TAD establishment is still unclear. Here, we present the first high-resolution contact map of *Drosophila* neuronal cells (BG3) and identify different classes of TADs by comparing this to genome organization in embryonic cells (Kc167). We find that only some TADs are conserved in both cell lines, whereas the rest are cell-type–specific. This is supported by a change in the enrichment of architectural proteins at TAD borders, with BEAF-32 present in embryonic cells and CTCF in neuronal cells. Furthermore, we observe strong divergent transcription, together with RNA Polymerase II occupancy and an increase in DNA accessibility at the TAD borders. TAD borders that are specific to neuronal cells are enriched in enhancers controlled by neuronal-specific transcription factors. Our results suggest that TADs are dynamic across developmental stages and reflect the interplay between insulators, transcriptional states, and enhancer activities.

Chromosome conformation capture Hi-C techniques have paved the way to dissecting the compartmental organization of genomes in various cell types (Dekker et al. 2002; Lieberman-Aiden et al. 2009; Dixon et al. 2012, 2015; Nora et al. 2012; Flyamer et al. 2017). Further advancements in high-resolution methodologies, such as in situ Hi-C, have enabled researchers to obtain much more refined 3D organization of the genome, from megabase-scale compartments to subkilobase resolution (Rao et al. 2014; Nagano et al. 2015; Cubeñas-Potts et al. 2017). Topologically associating domains (TADs) have been regarded as an important basic unit of chromosome organization (Dixon et al. 2012; Nora et al. 2012; Sexton et al. 2012). They are believed to be evolutionarily conserved and appear preserved across different organisms and cell types (Rao et al. 2014; Dixon et al. 2015; Vietri Rudan et al. 2015).

The majority of focused interactions observed within and between TADs, even those containing promoters at one end, are with regions devoid of any regulatory annotation. This suggests that TADs are not always regulatory in nature (Sanyal et al. 2012; Javierre et al. 2016). Nevertheless, there are also focused interactions that arise from enhancer–promoter interactions (Noordermeer et al. 2014; Cubeñas-Potts et al. 2017). Such dynamic regulation of long-range contacts (which is required for cell differentiation) is thought to occur within TADs. Similarly, the establishment of enhancer–promoter loops was shown to be tightly coupled to the activation of poised enhancers, as well as to gene expression (Freire-Pritchett et al. 2017). These internal interactions within TADs appear to change during development (Dixon et al. 2015) and under heat shock (Li et al. 2015). Although the functional importance of TADs was shown previously (Lupiañez et al. 2015), the factors contributing to stability and establishment of borders are not yet fully understood.

TADs are reported to be regions with low levels of active chromatin marks, which are separated by relatively high level of active marks (Ulianov et al. 2016; El-Sharnouby et al. 2017). Nevertheless, reports on reduced active marks within TADs are disputed, given the presence of enhancer–promoter loops within TADs (Noordermeer et al. 2014; Cubeñas-Potts et al. 2017). TAD borders were shown to be enriched with housekeeping and developmental enhancers (Cubeñas-Potts et al. 2017). The borders were also shown to coincide with long-range gene regulatory modules, such as genomic regulatory blocks (Harmston et al. 2017). Architectural proteins are considered to be another factor that plays a significant role in demarcating the TAD borders, and their enrichment has been correlated with border strength (Van Bortle et al. 2014; Stadler et al. 2017). CTCF and cohesin are the main architectural proteins that occupy mammalian TAD borders. The absence of these architectural proteins seems to disrupt TADs architecture unevenly, suggesting there are different types of borders (Zuin et al. 2014; Nora et al. 2017; Schwarzer et al. 2017). In contrast, TAD borders in *Drosophila* are occupied by a large set of insulator proteins, including CTCF, BEAF-32, Chromator (Chro), Cp190, etc. (Van Bortle et al. 2014; Stadler et al. 2017). Recently, transcription is emerging as another major driver of TAD formation (Li et al. 2015; Rowley et al. 2017). A recent study showed that TADs appear together with transcription activation in the zygote, but blocking transcription elongation does not seem to affect TADs (Hug et al. 2017). Synthetic induction of transcription using CRISPR/Cas9 system in mouse neuronal progenitor cells does not induce TAD border formation (Bonev et al. 2017).

Here, we aimed to understand the factors involved in TAD border formation in *Drosophila* and performed high-resolution in situ Hi-C experiments in *Drosophila* neuronal and embryonic cells that enabled high-resolution accurate demarcation of TAD borders. We used this new data set to provide new insights into the cell-type–specific borders that are gained or lost upon differentiation and also the interplay between enhancers and promoters, divergent transcription, and insulator proteins on TAD border formation in *Drosophila*.

## Results

### Characterization of TADs based on border conservation in *Drosophila*

TADs have been analyzed in *Drosophila* previously (Hou et al. 2012; Sexton et al. 2012; Li et al. 2015; Ulianov et al. 2016; Cubeñas-Potts et al. 2017; Eagen et al. 2017; Hug et al. 2017; Rowley et al. 2017) using both low- and high-resolution approaches. All the previous in situ Hi-C studies (generating subkilobase-resolution contact maps) were conducted in embryonic cell lines (Kc167 and S2) or whole embryos (Cubeñas-Potts et al. 2017; Eagen et al. 2017; Hug et al. 2017; Rowley et al. 2017; Ramirez et al. 2018; Wang et al. 2018). 

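BG3 is a male line from the larval central nervous system, and Kc167 is a female embryonic line with features of blood cells. In situ Hi-C joins DNA ends that lie close together in the nucleus after a restriction digest, so that read pairs count contacts between fragments. Each line had 2 biological replicates. The reported depths are 40 and 41 M read pairs for the BG3 replicates and 48 and 60 M for those of Kc167, so the BG3 map rests on fewer pairs. The authors merged the replicates before calling domains and loops, and the deposited lists describe 1 map per line. They called TADs at restriction fragment resolution, once with a permissive and once with a stringent setting, and loops with HiCCUPS at 2 kb. The borders, the TAD separation scores and the loop lists were taken as deposited, on the dm6 build. Shares, distances, gene positions and tests were computed from them. A test between the lines compares the 2 merged maps, and no spread between replicates enters it. Binomial intervals are Wilson intervals at 95% and cover counting error alone.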

Here we generated high-resolution chromatin maps of embryonic and neuronal cells in *Drosophila*, by performing in situ Hi-C in both Kc167 and BG3 cells (Fig. 1A). To generate this map, we used a four-base cutter (DpnII), which resulted in an average distance between restriction sites of ∼500 bp (see Methods). 

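Cut in silico at every DpnII site GATC, dm6 gives 383654 fragments, with a mean of 358 bp and a median of 197 bp. The median was 184 bp on X, 195 bp on 2R, 196 bp on 3L, 201 bp on 2L, 202 bp on 3R and 238 bp on chromosome 4, which is rich in repeats. The matrix used for calling kept restriction sites within a set range of spacing, so its bins are fewer and wider than these fragments. The called positions lay at fragment midpoints for 1785 of 1909 autosomal BG3 borders and 1972 of 2079 autosomal Kc167 borders, to within 3 bp.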

To understand the characteristics of chromatin organization in neuronal cells, we compared in situ Hi-C in BG3 cells with Kc167 (Fig. 1B,C). We used HiCExplorer (Ramirez et al. 2018) to analyze the in situ Hi-C data and identified 1909 TADs in BG3 cells and 2079 TADs in Kc167 cells (see Methods), which is in agreement with other studies (Cubeñas-Potts et al. 2017). This is almost four times more TADs in our Hi-C map of BG3 cells than previously reported from a low-resolution map (Ulianov et al. 2016). 

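BG3 was divided into fewer and wider TADs than Kc167. The BG3 list held 2253 TADs with a median width of 44.2 kb (95% interval 42.6 to 46.3), and the Kc167 list held 2506 with a median of 39.6 kb (38.6 to 41.0). The autosomes carried 1909 borders in BG3 and 2079 in Kc167, which enclose 1904 and 2074 TADs. On 3R the counts were 546 in BG3 and 627 in Kc167, on 2R 424 and 483, on 2L 389 and 423, and on X 345 and 432. Chromosome arm 3L had 522 TADs in BG3 and 518 in Kc167, and chromosome 4 had 23 in each map. The widest autosomal TAD of BG3 spanned 579 kb and lay on 2R. TADs covered 99.0% of the autosomes in BG3 and 98.9% in Kc167. On Y, the BG3 list held 4 TADs over 58.3% of the chromosome, and the Kc167 list held none. Of the TADs called with the stringent setting, BG3 had 982 with a median of 85.1 kb and Kc167 had 1300 with a median of 61.9 kb. These are counts of a single merged map per line, so no test was made.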

Compared with Kc167 cells, BG3 showed substantially higher long-range contacts and fewer short-range contacts, (Fig. 1B,C; Supplemental Fig. S1A–C). This suggests a dynamic change in chromatin and gene regulation upon differentiation.

**Figure 1.**
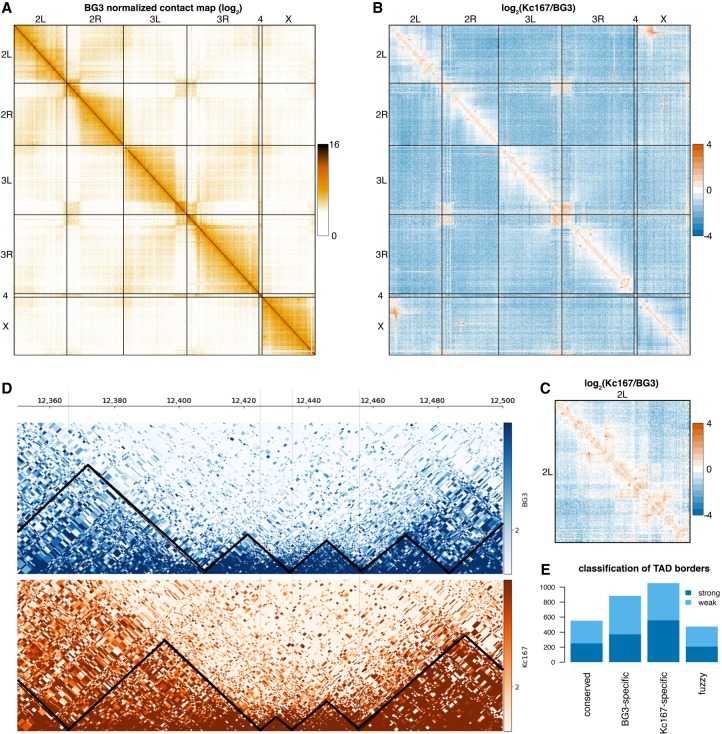
A high-resolution contact map of *Drosophila* BG3 cells. (*A*) Genome-wide normalized contact map of the *Drosophila* BG3 cell line at 100-kb resolution. Each element in the matrix represents the log_2_ of the normalized number of contacts between the two corresponding bins. (*B*) The log_2_ ratio between the normalized number of contacts in BG3 cells and Kc167 cells as indicated. (*C*) The log_2_ ratio between the normalized number of contacts in BG3 cells and Kc167 cells on Chromosome 2L. (*D*) Triangle view of the normalized contact map in BG3 cells at 2L:12,350,000–12,500,000 locus. Black lines demarcate the TADs. (*E*) Classification of TAD borders in BG3 cells as described in the main text: conserved borders, BG3-specific borders, Kc167-specific borders, and fuzzy borders. Depending on whether the TAD borders can still be detected when increasing the stringency of the TAD calling algorithm, we split each class of TAD border into two subgroups: strong borders and weak borders.

During TAD border analysis, one-third of the borders appeared to be positioned at identical DpnII restriction sites between the two cell types, whereas the rest were positioned in varying distances (Supplemental Fig. S1G,H). 

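Of the 1909 autosomal BG3 borders, 552 lay at the position of a Kc167 border to within 20 bp, a share of 28.9% (26.9 to 31.0). Most of these borders, 550 of them, shared the same base. Within 500 bp the share was 33.7%, and within 2 kb it was 53.7%. The arms ranged from 25.2% on 3L and 27.5% on 2R to 31.3% on 3R, 31.5% on 2L and 37.5% of the 24 borders on chromosome 4. At the border by mod(mdg4), an insulator protein gene on 3R, both maps placed the border at 21378013. Both also placed a border at 14759891 on 3L, inside Trl, which encodes GAGA factor, and at 8744249 on 3R, 12551 bp from the 5' end of M1BP. Of the 23 architectural protein genes examined, 5 had a 5' end within 2 kb of a BG3 border and 7 within 2 kb of a Kc167 border. BEAF-32 had a Kc167 border at 263 bp and its nearest BG3 border at 5527 bp, and Nipped-B, the cohesin loader, had them at 97 and 2437 bp. For Dref the order was the opposite, with a BG3 border at 1267 bp and a Kc167 border at 36442 bp. A permutation test moved the BG3 borders along the restriction fragments of each arm in 1000 circular shifts. The mean share was then 0.677% and the largest 1.31% (permutation p = 0.001998, the smallest these shifts allow). The fragments are a finer grid than the bins used for calling, which lowers chance matches in the shifts.

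**Figure D1:**
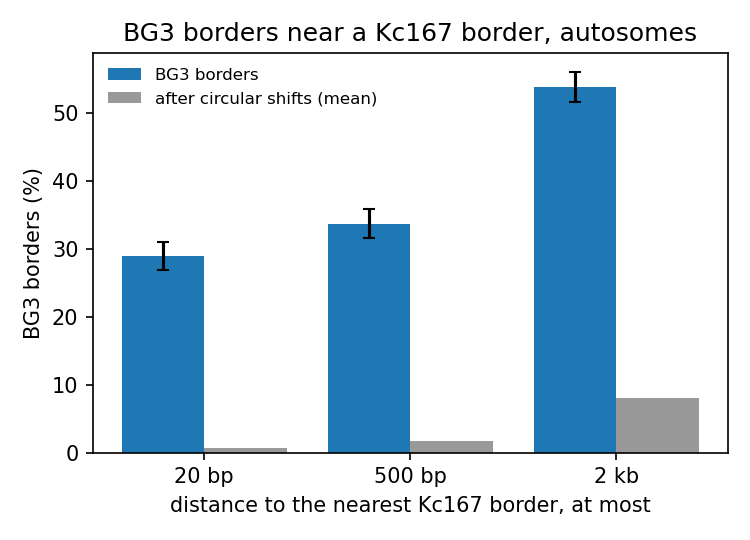
Autosomal BG3 borders close to a Kc167 border. The x axis gives the largest distance allowed (20 bp, 500 bp or 2 kb) and the y axis the percentage of BG3 borders. Blue bars are the observed shares with Wilson intervals, and grey bars the means of 1000 circular shifts. The observed shares of 28.9%, 33.7% and 53.7% stand above the shifted ones at each distance.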

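The region of Fig. 1D on 2L holds borders that shifted a little between the lines and borders found in one line alone. BG3 borders lay there at 12407587, 12434211, 12456483 and 12483341, and Kc167 borders at 12365737, 12425055, 12434813 and 12455635. The borders 241 bp from the 5' end of eRF3 in BG3 and 148 bp from that of SC35 in Kc167 were 602 bp apart, and the pair near CG5418 was 848 bp apart. Such shifted borders, over 20 bp and up to 2 kb apart, are called fuzzy here. The Kc167 border 151 bp from Fam92 had no BG3 border within 9156 bp, and the BG3 border at 12483341 had no Kc167 border within 27706 bp. The BG3 border 9313 bp from the 5' end of Pkd2, a channel gene, was 17468 bp from any Kc167 border. These are specific, with over 2 kb to the other map, and a conserved border lies within 20 bp of one in the other map. Over the autosomes, 883 BG3 borders were specific and 474 fuzzy, and 1053 Kc167 borders were specific. Strong borders are those also found with the stringent setting. In BG3, 371 specific, 208 fuzzy and 283 conserved borders were strong, and in Kc167, 454 specific and 363 conserved ones. Of the conserved borders, 251 were strong in both maps. With a limit of 10 kb, 497 BG3 borders and 648 Kc167 borders were specific.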

Based on the conservation of the TAD borders in both cell types, we classified TAD borders as (1) BG3-specific (borders in BG3 cells that are at least 2 kb apart from the closest TAD border in Kc167 cells), (2) conserved (borders conserved at the exact DpnII restriction site in both Kc167 and BG3 cells), (3) Kc167-specific (borders in Kc167 cells that are at least 2 kb apart from the closest TAD border in BG3 cells), or (4) fuzzy (borders in BG3 cells that are slightly shifted within 2 kb of the corresponding border in Kc167 cells); see Figure 1, D and E. Depending on whether the TAD borders are still detected when increasing the stringency of the TAD calling algorithm, each class of TAD borders is further categorized into two subgroups: strong borders and weak borders (see Methods). To identify the possible strong determinants of establishment and maintenance of TAD borders, we focused on strong TAD borders in the first three classes identified in Figure 1E for our downstream analysis.

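Strong borders of each class lay at gene starts more often than control sites did. The deepest conserved borders by TAD separation score, lower where contacts across the border are fewer, included the one 497 bp from CG17746 on 3L (score -0.478). The border between myo, a TGF-beta ligand gene, and the eye selector ey on chromosome 4 scored -0.436. Borders 778 bp from CG34251 on 3L and 3271 bp from bor on 3R scored -0.423 and -0.395. The deepest on 3R (3170247, -0.752) and 2R (1471505, -0.678) had no gene start within 5 kb. BG3-specific borders were deep near GstE12 (-0.713), a glutathione transferase gene, and Gprk1 (-0.530), a G protein-coupled receptor kinase gene, on 2R. These have a Kc167 border 2355 and 2343 bp away, just past the limit of 2 kb. The deepest BG3-specific border, at 748867 on 2R (-1.06), had no gene start within 5 kb. The deepest Kc167-specific borders, at 2544507 on 3R (-0.702), 3826645 on 2R (-0.673) and 22917650 on 2L (-0.573), had none within that distance either. The one on 3R lies 4448 bp from a deep BG3-specific border, at 2548955 (-0.735). The one on 2L has a BG3 border 2992 bp away, and the one on 2R has its nearest at 273937 bp. Next in depth among Kc167-specific borders were those near Naa40 (-0.511) and Osi19 (-0.504) on 3R and Mlf (-0.485) on 2R. A protein-coding 5' end was within 1 kb of 69.7% (63.8 to 75.1) of the 251 conserved borders strong in both maps, 37.4% (33.1 to 42.0) of the 454 Kc167-specific and 22.6% (18.7 to 27.2) of the 371 BG3-specific ones, against 16.7% of restriction sites over 5 kb from any border (Fisher's exact test, adjusted p = 2.28e-76, 7.89e-26 and 0.00339). With 2 kb, the excess at BG3-specific borders was 2.99 percentage points and not past the threshold (Fisher's exact test, adjusted p = 0.203), while with weak borders included the share there was 34.9%. Borders picked as Kc167-specific by the row numbers of the supplementary code had a gene start at 307 of 558. Only 255 of these 558 are over 2 kb from a BG3 border. Over all autosomal borders, median scores within BG3 were -0.0587 for conserved and 0.0620 for specific borders, and within Kc167 they were -0.0673 and 0.00651 (permutation test of medians, adjusted p = 2.00e-05 in each map). When the scores of the TADs on both sides were averaged, the difference within BG3 went from -0.121 to -0.0742 and that within Kc167 from -0.0738 to -0.0257.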

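Strong borders of each class carried the M1BP and Trl motifs more often than control sites. The M1BP motif lay within 500 bp of 9.56% of strong conserved borders, against 0.767% of control sites (Fisher's exact test, adjusted p = 9.18e-18), and of 3.96% of Kc167-specific and 2.70% of BG3-specific ones. Borders picked as Kc167-specific by the row numbers of the supplementary code had it at 8.60%, close to the conserved share. Only 255 of those 558 borders are over 2 kb from a BG3 border. With borders and controls both at gene starts the M1BP motif was at 10.6% of Kc167-specific and 8.33% of BG3-specific borders, against 2.14%. The motif shared by BEAF-32 and Dref was taken as CGATA matched more than once, on either strand, without a full binding site being required. It was found at 48.2% of conserved, 46.0% of Kc167-specific and 38.0% of BG3-specific borders, against 37.4% of controls. Its excess passed the threshold at conserved and Kc167-specific borders (Fisher's exact test, adjusted p = 0.00107 and 6.53e-04). Within 1 kb neither passed (exact test, adjusted p = 0.133 and 0.0584), and BG3-specific borders then stood -4.11 percentage points from controls. The Trl motif was found at 17.1%, 16.1% and 15.4% in the same order, against 10.1%. Its excess at BG3-specific borders (exact test, adjusted p = 0.00179) did not pass within 250 bp, with 7.28% against 5.23% (exact test, adjusted p = 0.107). At the 84 BG3-specific borders with a gene start it was as large, 14.3% against 9.07%, and did not pass (exact test, adjusted p = 0.185). Within 250 bp the M1BP motif was at 1.08% of BG3-specific borders, against 0.345%, and did not pass (exact test, adjusted p = 0.0619). The CTCF motif was found at 10.8% of conserved, 6.17% of Kc167-specific and 6.20% of BG3-specific borders, against 5.28%. Its excess at conserved borders became -0.579 percentage points, not past the threshold, when borders and controls were both restricted to gene starts. At the 558 borders picked by row numbers, a CTCF excess of 3.32 points passed the threshold (exact test, adjusted p = 0.00156). Motifs are sequence matches and do not show binding.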

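Genes of the cytoplasmic ribosome lay near conserved borders more often than other genes did. Strong conserved borders lay 12 bp from RpS23, 100 bp from RpS9, 261 bp from RpL30 and 579 bp from RpS16. Conserved ones also lay 182 bp from dpr2 and 760 bp from DIP-epsilon, which encode cell surface proteins of synaptic partners, and 1542 bp from Ptp69D, a receptor phosphatase gene. Kc167-specific strong borders lay 29 bp from fra, the netrin receptor gene, 258 bp from Con, a cell adhesion gene, and 393 bp from sli, an axon guidance ligand gene. BG3-specific ones lay 810 bp from Ten-m, a teneurin gene, 81 bp from Pxn, the peroxidasin gene, and 231 bp from the lamin gene Lam. The borders at Con and Pxn lie in regions of 3L that a group of long BG3 loops joins. The cause of that group stays open, and its effect on these borders was not tested. The ecdysone receptor gene EcR was 947 bp from a BG3-specific border and the early ecdysone gene Eip75B 335 bp from a Kc167-specific one. RpL41 was 24 bp from a BG3-specific border and RpL24 50 bp from a Kc167-specific one. With strong and weak borders together, 16 of 78 cytoplasmic ribosomal genes had a 5' end within 2 kb of a conserved border, 20.5% against 6.62% of other genes (Fisher's exact test, adjusted p = 0.00207). With 5 kb this excess of 13.9 percentage points was 12.1 and not past the threshold (exact test, adjusted p = 0.0605), and with strong borders alone it was 8.85. Near BG3-specific and Kc167-specific borders lay 7 and 10 of the 78, not past the threshold (exact test, adjusted p = 0.867 and 0.704). No other pair among the 42 of list and class passed the exact test. Mitochondrial ribosomal genes, 7 of 62 near conserved borders, passed only against random positions in circular shifts (permutation adjusted p = 0.0420), which conserved borders at gene starts favour for any gene. Receptor genes of smell and taste were near Kc167-specific borders for 4 of 154 genes and near conserved ones for 3, not past the threshold (exact test, adjusted p = 0.192 in each).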

### Divergent transcription and polymerase occupancy associates with TAD borders

Previous work showed that TAD borders display high levels of DNA accessibility and expression (Sexton et al. 2012; Li et al. 2015), but the role of active transcription as a determinant of TAD borders is still disputed (Bonev et al. 2017; Hug et al. 2017; Rowley et al. 2017). The expression of genes was shown to be a major predictor of TAD borders (Rowley et al. 2017). Nevertheless, blocking transcription with α-amanitin treatment does not remove TAD borders (Hug et al. 2017), whereas synthetic induction of genes with CRISPR/Cas9 system does not lead to the appearance of new TAD borders (Bonev et al. 2017). To analyze the transcriptional status between different cell types, we first compared the DNA accessibility and RNA polymerase II (Pol II) occupancy across different classes of TAD borders. DNA accessibility and Pol II occupancy were enriched at conserved borders and increased in BG3 cells at the BG3-specific borders (Fig. 2A–F). Nevertheless, at Kc167-specific borders, the enrichment of both DNA accessibility and Pol II occupancy was similar in Kc167 and BG3 cells. This suggests that relatively high DNA accessibility and Pol II occupancy are required for the establishment and maintenance of TAD borders but not sufficient.

**Figure 2.**
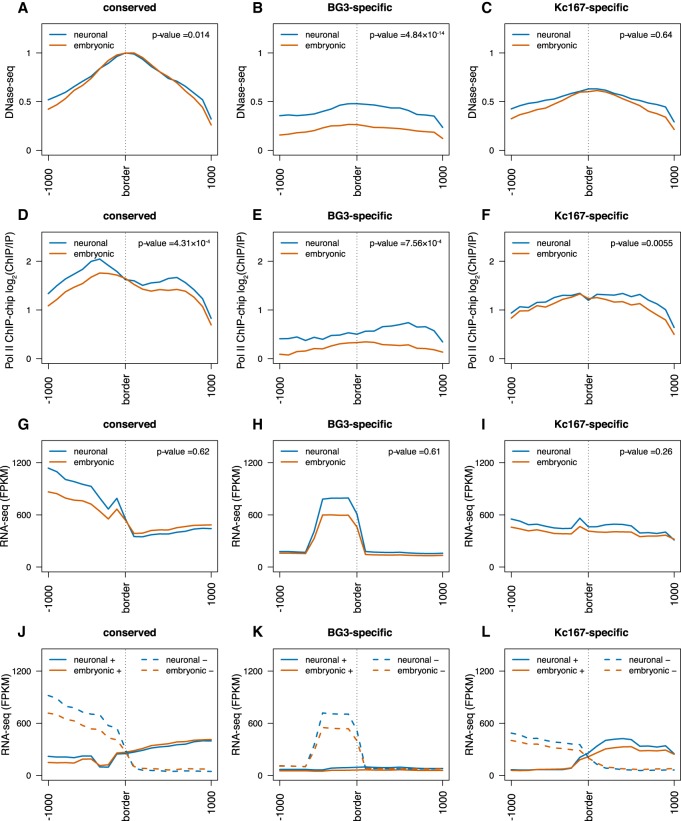
Divergent transcription and polymerase occupancy correlates with appearance of TAD borders. (*A–C*) DNase-seq signal at three different TAD border classes (conserved, BG3-specific, and Kc167-specific) as indicated. The red line represents data from embryonic cells (Kc167); the blue, from neuronal-derived cells (BG3). Average profile has been plotted considering 1 kb around each border. We performed a nonparametric Mann–Whitney *U* test considering the highest levels at each TAD border between embryonic and neuronal cells (see *P*-values). (*D–F*) Average Pol II ChIP-chip signal (log_2_ ChIP/input) at the borders of the three different TAD classes as indicated. (*G–I*) Average RNA-seq levels at the borders of the three different TAD classes as indicated. (*J–L*) Strand-specific average RNA-seq signal at the borders of the three different TAD classes showing strong divergent transcription at TAD borders. Solid lines represent the expression levels on the positive strand; dashed lines, the expression levels on the negative strand. For that, we mapped the expression levels of the genes to the corresponding strand using the FlyBase annotation (see Methods) (dos Santos et al. 2015).

Looking into the poly(A) RNA levels, in both embryonic and neuronal cells, we found that despite the increased presence of Pol II, total RNA expression showed negligible changes between the two cell lines at conserved or cell-type–specific borders (Fig. 2G–I). The little difference between the two cell types indicates that transcription alone cannot explain the appearance of TAD borders in BG3 cells, which is in agreement with previous studies (Bonev et al. 2017; Hug et al. 2017). As Pol II occupancy did not seem to completely explain the total RNA expression, we next analyzed the data in a strand-specific manner. A strong divergent transcription was present at all borders (Fig. 2J–L). 

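Annotated gene starts pointed away from strong borders in each class. At the conserved border 21378013 on 3R, mod(mdg4) runs leftward from 21377401 and the cardiac gene tin rightward from 21378977. At 696665 on chromosome 4, myo runs leftward and ey rightward in the same way. RpS9 on 3L and RpL30 on 2L lie left of a conserved border and run leftward, and brat on 2L, a translational repressor in neuroblasts, starts 629 bp right of one and runs rightward. RpS23 and RpS16 on 2R are exceptions. The start of RpS23 is right of the border and its body runs leftward across it. RpS16 starts left of a border and runs rightward across it. Conserved borders had 93 minus-strand and 40 plus-strand protein-coding 5' ends within 1 kb on the left, and 41 and 70 on the right (odds ratio 3.97, Fisher's exact test, adjusted p = 1.11e-06). BG3-specific borders had 36 minus-strand and 20 plus-strand ends on the left, with 18 and 31 on the right (odds ratio 3.10, exact test, adjusted p = 0.00624). Kc167-specific borders had 72 and 43 on the left and 40 and 77 on the right (odds ratio 3.22, exact test, adjusted p = 3.50e-05). When gene bodies replaced 5' ends, the odds ratio at BG3-specific borders was 1.27 (exact test, adjusted p = 0.193), that at conserved borders 2.39 and that at Kc167-specific borders 1.57.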

To check if this phenomenon is encoded in the DNA sequence, we investigated the number of annotated genes at TAD borders and observed that the number of genes present at the TAD borders can explain the observed divergent transcription (Supplemental Fig. S2A–C). However, one exception was the right arm of the BG3-specific TAD borders (Fig. 2K). To account for this, we reasoned that this part of divergent transcription is contributed by ncRNAs, as the number of encoded ncRNAs appears to be highly enriched on the positive strand at these loci (Supplemental Fig. S2D–F). 

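Few ncRNA genes start near strong borders, and no class had a strand bias past the threshold within 1 kb. BG3-specific borders had 34 such 5' ends, 12 minus-strand and 10 plus-strand on the left and 7 minus-strand and 5 plus-strand on the right (odds ratio 0.857, Fisher's exact test, adjusted p = 1). Kc167-specific borders had 8 and 10 on the left and 13 and 6 on the right (odds ratio 0.369, exact test, adjusted p = 0.287). Conserved borders had 11 and 6 on the left and 4 and 10 on the right (odds ratio 4.58, exact test, adjusted p = 0.220). Within 2 kb, the bias at conserved borders passed the threshold (odds ratio 5.20, exact test, adjusted p = 0.0277), with 24 plus-strand and 6 minus-strand ends on the right. The ratio there was 1.17 within 500 bp, 2.76 with weak borders included, 2.97 with gene bodies and 3.15 with the ncRNA biotype alone. The odds ratio at BG3-specific borders was 1.12 within 2 kb, 0.562 within 500 bp, 0.635 with weak borders included, 1.13 with gene bodies and 1.19 with the ncRNA biotype alone. That at Kc167-specific borders was 0.326 within 2 kb, 0.514 with the ncRNA biotype alone, 1.07 within 500 bp, 1.08 with weak borders included, 0.778 with gene bodies and 2.04 with row numbers of the supplementary code. These are annotated genes, and RNA was not analysed here. The paper reasons that ncRNAs contribute the divergent transcription on the right of BG3-specific borders, its exception to the account by gene number.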

To elucidate this, we then examined the nascent RNA in both cell lines (Supplemental Fig. S2G–L). As a result, we observed divergent transcription at BG3-specific borders in BG3 cells (Supplemental Fig. S2J–L), which indicates a potential role for ncRNA in sustaining divergent transcription and, consequently, in the formation or maintenance of TAD borders. However, the presence of divergent transcription observed in BG3 cells at Kc167-specific borders (Supplemental Fig. S2J–L) indicates that divergent transcription may be required for the establishment and maintenance of TAD borders, but probably additional factors are also needed.

To further validate the different aspects of divergent transcription, we looked at the ratio between sense and antisense transcription. Our results show that there is more antisense transcription on the left side of TAD borders and more sense transcription on the right side of TAD borders (Supplemental Fig. S3A–F). Finally, by using the definition of divergent transcription as less than three times more nascent transcription on one strand compared with the other strand in 500-bp windows (Jin et al. 2017), we observed that the majority of TAD borders display bidirectional transcription (Fig. 3). There is a high percentage of borders with bidirectional transcription in all cases (Fig. 3A–C). Altogether, our data show that increased Pol II occupancy and divergent transcription are associated with TAD borders, but additional factors are needed to drive their formation.

**Figure 3.**
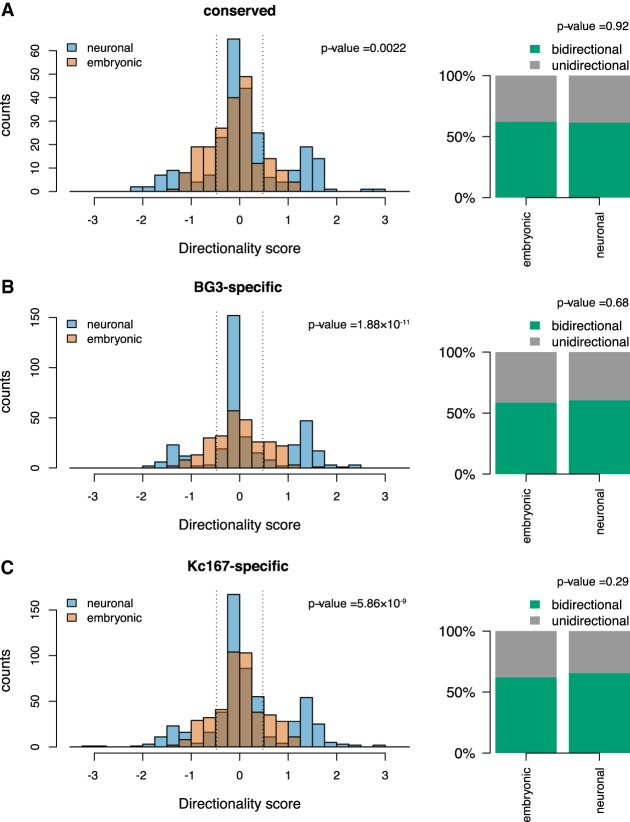
Bidirectional transcription at TAD borders. Histograms representing the directionality score computed as log_10_ of the ratio between nascent RNA levels in 500 bp on the positive strand downstream from the border and on the negative strand upstream of the border; 500-bp bins that were 500 bp away were considered in both directions from the border. The barplot represents the percentage of TAD borders in which the directionality score was lower than 0.47 (dotted lines on the histogram, representing less than three times more transcription on one strand). We classified these borders as bidirectional borders. We used a Kolmogorov–Smirnov test to compare the change in distribution of bidirectionality score (see *P*-values) and a Fisher's exact test to compare if the change in number of bidirectional TAD borders is statistically significant (see *P*-values). (*A*) Conserved TAD borders; (*B*) BG3-specific TAD borders; and (*C*) Kc167-specific TAD borders.

### Architectural proteins at borders show differential occupancy between cell lines with CTCF being enriched in BG3 cells

*Drosophila* displays a large repertoire of architectural proteins at TAD borders (Van Bortle et al. 2014). BEAF-32, Cp190, and Chromator are involved in long-range interactions (Vogelmann et al. 2014), and several recent studies also found they are the most enriched proteins at TAD borders in *Drosophila* (Cubeñas-Potts et al. 2017; El-Sharnouby et al. 2017; Hug et al. 2017; Ramirez et al. 2018; Wang et al. 2018). We also observed that the insulator proteins mentioned above were enriched especially at the conserved borders (Fig. 4). When comparing the two cell lines, BEAF-32 and Cp190 are present at higher levels in embryonic cells than in neuronal cells especially at conserved and Kc167-specific borders (Fig. 4A–F), whereas the Chromator signal is slightly enriched at TAD borders of both cell lines (Fig. 4G–I).

**Figure 4.**
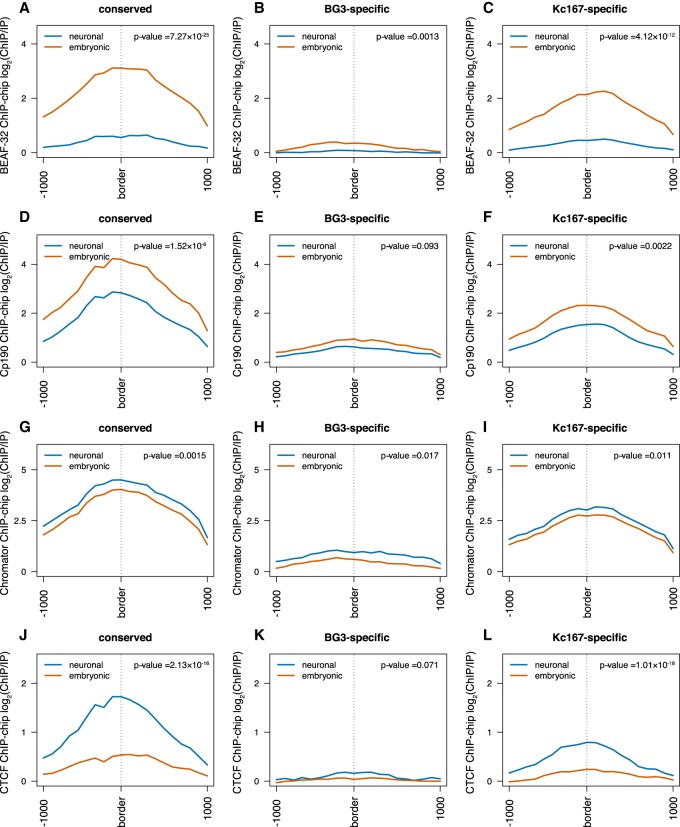
Architectural proteins differentially occupy TAD borders in a cell-type–specific manner. (*A–C*) Average BEAF-32 ChIP-chip signal (log_2_ ChIP/input) at three different TAD border classes (conserved, BG3-specific, and Kc167-specific). The red line represents data from embryonic cells; the blue, from neuronal-derived cells. As before, 1 kb around each border was considered while plotting the average profile. We performed a nonparametric Mann–Whitney *U* test considering the highest levels at each TAD border between embryonic and neuronal cells (see *P*-values). (*D–F*) Average Cp190 ChIP-chip signal (log_2_ ChIP/input) at the borders of the three different TAD classes. (*G–I*) Average Chromator ChIP-chip signal (log_2_ ChIP/input) at the borders of the three different TAD classes. (*J–L*) Average CTCF ChIP-chip signal (log_2_ ChIP/input) at the borders of the three different TAD classes.

In contrast to mammalian systems, previous studies reported reduced amounts of CTCF binding at TAD borders in *Drosophila*. However, those studies were performed either in embryonic cells (Ramirez et al. 2018; Wang et al. 2018) or by use of low-resolution Hi-C data sets in differentiated cells (Ulianov et al. 2016). We found that CTCF binds more at TAD borders than previously reported, and this increase in binding is substantially higher in BG3 cells at conserved borders (Fig. 4J–L). CTCF was shown to promote long-range interactions in *Drosophila* (Li et al. 2013), as well as to regulate developmentally stable interactions (Phillips-Cremins et al. 2013). Given that long-range contacts are more prevalent in neuronal cells (Bonev et al. 2017), an increased presence of CTCF and Chromator in *Drosophila* may mediate such interactions either independently or in combination with other architectural proteins. Apparently, Kc167-specific borders show low levels for both BEAF-32 and CTCF in BG3 cells (Fig. 4C,L). Putting these results together indicates that the loss of Kc167-specific borders in BG3 cells could be explained by the loss of binding of BEAF-32 in BG3 cells from these borders, which is not compensated by CTCF. In contrast, at conserved borders, the loss of BEAF-32 in BG3 cells is compensated by a stronger recruitment of CTCF, which may explain the maintenance of these borders.

We also examined other architectural proteins such as Su(Hw) and Trl (Supplemental Fig. S4). The Trl profile was similar to Chromator across the border and between cell types, with slight specific enrichment at BG3-specific borders in BG3 cells (Supplemental Fig. S4A–C). Consistent with previous reports, Su(Hw) is less enriched at TAD borders (Supplemental Fig. S4D–F; Ulianov et al. 2016; Ramirez et al. 2018). The differential enrichment of certain architectural proteins may indicate their importance in TAD border establishment and gene regulation during different developmental stages, potentially leading to the formation and maintenance of cell-type–specific chromatin organization states.

### BG3-specific TAD borders are enriched with active enhancer marks

Previous studies reported the presence of histone marks associated with active transcription (H3K27ac, H3K4me1, and H3K4me3) at TAD borders and the presence of repressive marks associated with silent genes inside TADs (H3K27me3) (Ulianov et al. 2016; Cubeñas-Potts et al. 2017; El-Sharnouby et al. 2017). Here, at BG3-specific borders, BG3 cells displayed an increased signal for H3K27ac (active enhancers) and H3K27me3 (repressive mark) (Supplemental Fig. S5). Note that although H3K27ac displays a peak around the TAD border, H3K27me3 displays a valley around the same TAD borders. The presence of both active and repressive marks indicate that BG3-specific TAD borders are in a bivalent chromatin state in BG3 cells (enhancer regions that contain both repressive and activating marks) (Skalska et al. 2015). At Kc167-specific borders, Kc167 cells display intermediary levels of H3K27ac and low levels of H3K27me3, whereas BG3 cells show similar H3K27ac levels and increased levels of H3K27me3 (Supplemental Fig. S5C,F). This suggests significant accumulation of repressive marks at Kc167-specific borders after differentiation, which could explain their loss in BG3 cells.

Looking at other histone marks, we found that conserved TAD borders show low levels of H3K4me1 and an enrichment for H3K4me3 in both cell lines, indicating that these borders are associated with actively transcribed genes (or housekeeping genes) (Supplemental Fig. S5G–L; Skalska et al. 2015). At Kc167-specific borders, Kc167 cells display reduced H3K4me1 levels that do not change after differentiation (statistically insignificant) (Supplemental Fig. S5I) and enhanced H3K4me3 levels (similarly to conserved borders) that are lost after differentiation. Again, this supports a model in which Kc167-specifc borders are enriched in genes that are down-regulated after differentiation. In contrast, BG3-specific TAD borders display slightly higher levels of H3K4me1 and are depleted of H3K4me3 in BG3 cells. This shows that BG3-specific borders are enriched in developmental enhancers but are not associated with active promoters (Supplemental Fig. S5; Skalska et al. 2015). Altogether, above results propose that conserved TAD borders are enriched in constitutively expressed genes, BG3-specific TAD borders are enriched in BG3-specific enhancers, and Kc167-specific borders are enriched in genes that are down-regulated after differentiation.

### Enhancers are pronounced at the borders during differentiation in *Drosophila*

Enhancer–promoter looping is a contributing factor to gene regulation and is considered to be one of the factors that possibly drives TAD formation (Bonev and Cavalli 2016). These enhancer–promoter interactions are subjected to changes during differentiation depending on the transcriptional requirement of the cells (Ghavi-Helm et al. 2014). TAD borders were previously classified as being established either by housekeeping genes or by developmental enhancers in embryo-derived cells (Kc167) (Cubeñas-Potts et al. 2017). Here, we provide further evidence for this classification of TAD borders by investigating if the TAD borders that are specific to BG3 cells are enriched in neuronal-associated enhancers compared with TAD borders that are conserved between two cells. We used the STARR-seq data (Arnold et al. 2013; Yanez-Cuna et al. 2014) to classify enhancers as BG3-specific, S2-specific (*Drosophila* embryonic cell line), and common enhancers (Fig. 5A). We found more BG3-specific TAD borders that contain neuronal enhancers than BG3-specific TAD borders that contain common or embryonic enhancers (Fig. 5B). In contrast, the number of conserved TAD borders containing BG3-specific (neuronal) or S2-specific (embryonic) enhancers was similar. This supports the model that enhancer–promoter looping may be one of the underlying factors for BG3-specific TAD border formation. We also looked into the clusters of noncoding regulatory elements called gene regulatory blocks (GRBs) (Harmston et al. 2017) at the TAD borders. We found increased number of GRBs coinciding at BG3-specific borders compared with conserved or Kc167-specific ones (Fig. 5C).

**Figure 5.**
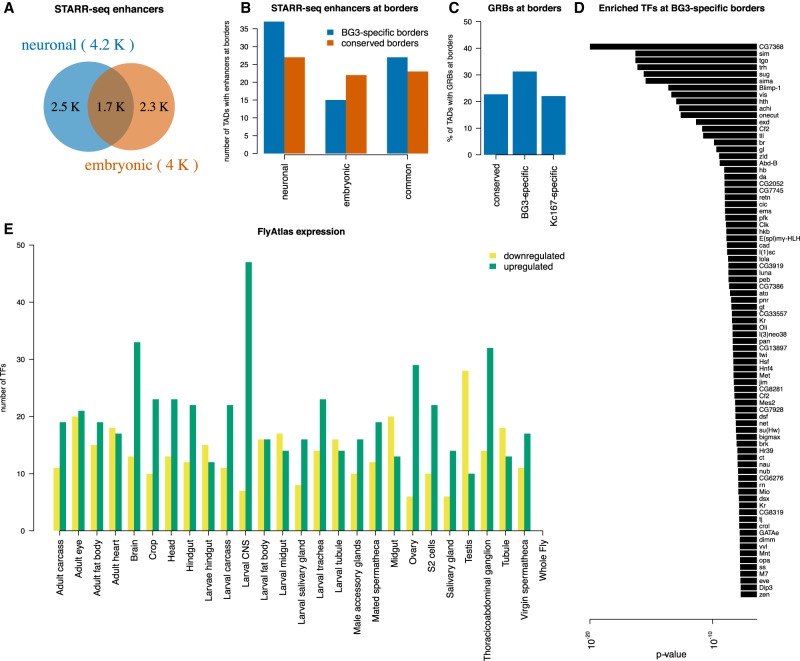
Cell-type–specific enhancers correlate with cell-type–specific TAD borders. (*A*) Venn diagram representing the number of enhancers in neuronal and embryonic *Drosophila* cells as identified by STARR-seq. Enhancers were classified as cell specific if they were annotated only in one cell type or as common if they were annotated in both cell types. (*B*) The number of conserved (red) or BG3-specific (blue) TAD borders that overlap with a cell-type–specific or common enhancer. Barplot showing more BG3-specific borders with neuronal enhancers than with common or embryonic enhancers, unlike conserved TAD borders. (*C*) The percentage of TAD borders that overlap with gene regulatory blocks (GRBs) (Harmston et al. 2017). A higher number of BG3-specific borders overlap with GRBs compared with conserved borders (Fisher's exact test *P*-value = 0.022) or Kc167-specific borders (Fisher's exact test *P*-value = 0.0021), but there is no difference between conserved borders and Kc167-specific borders (Fisher's exact test *P*-value = 0.86). (*D*) List of 81 TFs with enriched motifs at BG3-specific borders and the associated *P*-value (see Methods). (*E*) Expression of 79 of these TFs in different tissues/cells from FlyAtlas data set. Green represents up-regulated genes; yellow, down-regulated genes as indicated.

Nevertheless, despite the increase of neuronal-specific enhancers and GRBs at BG3-specific borders, a large proportion of BG3 borders was still depleted of enhancers or GRBs. This was puzzling because we observed active transcription and enhancer marks at these TAD borders (Fig. 2; Supplemental Fig. S5). Thus, we used a complementary approach in which we identified a list of 81 transcription factors that have their binding motifs enriched at BG3-specific TAD borders (see Methods) (Fig. 5D). By using the FlyAtlas data set (Chintapalli et al. 2007), we checked if these transcription factors are expressed and specific to any particular tissue/cell, and we found expression data for 79 of them. Notably, a majority of the 79 transcription factors that have motifs enriched at BG3-specific TAD borders is specifically expressed in the larval central nervous system (from where BG3 cells were derived) and brain (Fig. 5E). This provides additional evidence that BG3-specific enhancers contribute to the formation of BG3-specific TAD borders.

### BG3 shows more long-range contacts, and Kc167 shows more short-range interaction

It was reported that *Drosophila* displays significantly fewer chromatin loops than found in mammals (Eagen et al. 2017). Our first inspection of the Hi-C map (Fig. 1B) indicated that BG3 cells would have more long-range contacts, whereas Kc167 would display more short-range contacts. To analyze long- and short-range interactions in detail, we identified all enriched contacts in the Hi-C data set in BG3 and Kc167 cells. As expected, we observed more enriched contacts in Kc167 cells at distances between 10 kb and 1 Mb and more enriched contacts in BG3 cells for distances >1 Mb (Fig. 6A).

**Figure 6.**
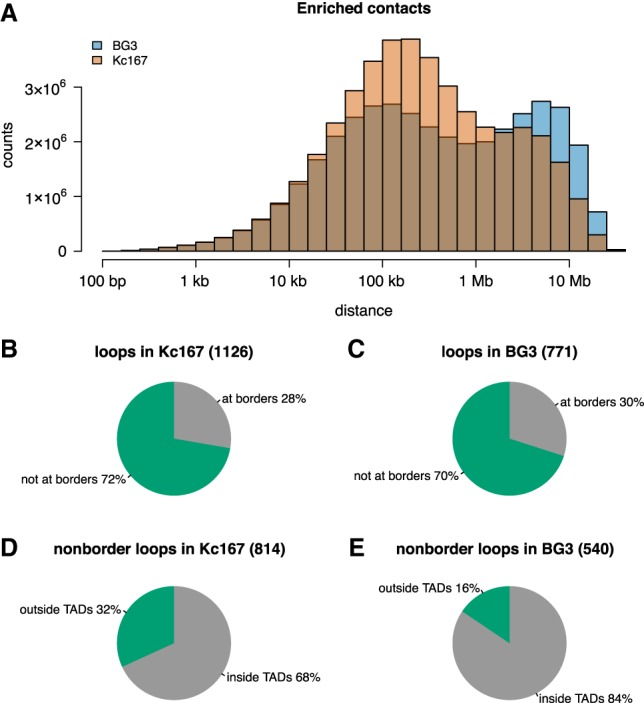
BG3 cells display more long-range interactions compared with Kc167 cells. (*A*) Histogram showing the distances between two anchors of enriched contacts in the contact matrices (for BG3 and Kc167 cells). To keep consistency, we considered the down-sampled Kc167 Hi-C map, which had the same number of interactions as the BG3 map. (*B*,*C*) Distribution of chromatin loops at the borders of TADs in Kc167 and BG3 cells, showing that both cells have similar number of loops at TAD borders (Fisher's exact test *P*-value = 0.3). (*D*,*E*) Distribution of nonborder chromatin loops within TADs or between TADs in Kc167 and BG3 cells, showing that Kc167 cells display more loops within TADs compared with BG3 cells (Fisher's exact test *P*-value = 6.61 × 10^−12^).

Next, we detected chromatin loops in the two cell types using HiCCUPS (Durand et al. 2017) and identified that there are more loops in Kc167 (1126) than BG3 (771) cells. 

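Kc167 had more loops than BG3 on X and on every autosomal arm but 2R. Arm 2R had 202 loops in BG3 and 134 in Kc167, while 3L had 146 and 292, 2L 169 and 293, 3R 241 and 383, chromosome 4 13 and 24, and X 92 and 283. The lists held 865 loops in BG3 and 1409 in Kc167, of which 771 and 1126 were on autosomes. A loop from prd, a pair-rule gene on 2L, joined the same anchors in both maps, 12056001 to 12058000 and 12084001 to 12086000. The homeotic regulator tsh on 2L was an anchor in both, with a loop of 70 kb in BG3 and 194 kb in Kc167. Of the shared loops, the 4 with the highest ratio of observed to expected contacts in BG3 had the same pixel in Kc167. Their ratios are high because few contacts were expected, 0.0285 to 1.06 in BG3 against a median of 18.6 over all BG3 loops. Their observed contacts, 18 to 41, were below the BG3 median of 52. The 4 include one of 130 kb on 2R from 5606001 to 5738000 and one of 13700 kb on 3R from unc-45, a myosin chaperone gene, to 21732001. BG3 loops from the developmental regulators slp2 and Awh had lengths of 44 kb, and a Kc167 loop joined the eye gene toy to Actbeta over 96 kb. Antp in the Hox complex on 3R had a BG3 loop of 68 kb, and the gene of the insulator protein CTCF on 3L a BG3 loop of 158 kb. Median lengths were 26 kb (24 to 28) in BG3 and 30 kb (28 to 30) in Kc167, and 79.7% and 68.9% of loops were shorter than 50 kb. Of the BG3 loops, 331 (38.3%) had both anchors within 10 kb of those of a Kc167 loop, against 6.49% on average in a permutation test by circular shifts (p = 0.001998, the smallest these shifts allow). Counts are not adjusted for the lower depth of BG3.

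**Figure D2:**
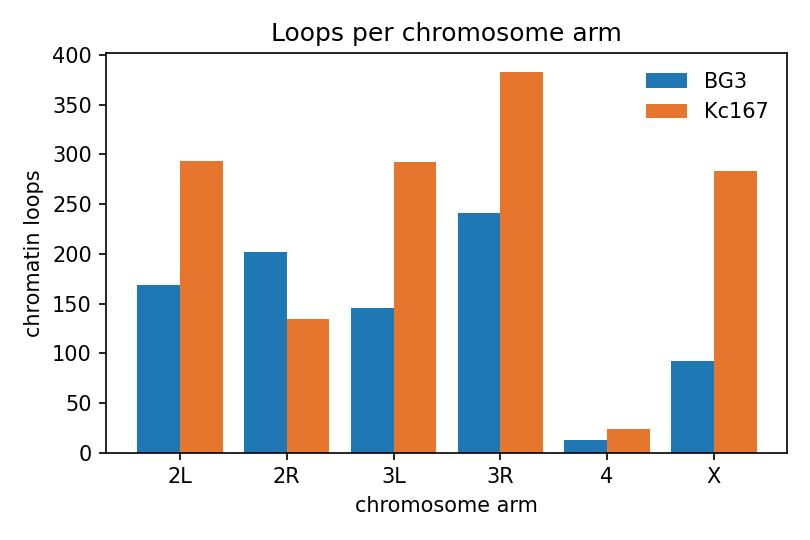
Chromatin loops per chromosome arm. The x axis gives the arm and the y axis the number of loops in the deposited list, with blue bars for BG3 and orange bars for Kc167. Of the arms shown, which leave out Y, the BG3 bar is the higher one on 2R alone (202 against 134), and the gap is widest on X (92 against 283).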

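A TAD border lay within 1 kb of an anchor for 167 of 865 BG3 loops (19.3%, 16.8 to 22.1) and 273 of 1409 Kc167 loops (19.4%, 17.4 to 21.5). The loop of 328 kb that ends at 12432001 to 12434000 in the Fig. 1D region is one of the Kc167 border loops. The pixel of unc-45 (13700 kb) was at a border in both maps, and the BG3 pixel joining Con to CG13884 on 3L (4712 kb) was too. Pixels at Cypl and Hipk on 3L in BG3 (2238 kb) and at PPO2, a crystal cell enzyme gene, on 2R in Kc167 (5872 kb) were likewise at borders. Those on 3L belong to a group of long BG3 pixels whose cause stays open. In a permutation test by circular shifts of the borders, the mean shares were 13.1% in BG3 and 14.4% in Kc167 (p = 0.001998 in each, the smallest the shifts allow). No difference between the maps passed the test (Fisher's exact test, p = 1), which does not show that the shares are equal. The share depends on the distance allowed: 10.1% and 9.08% with the anchors as deposited, 30.2% and 28.4% with 2 kb, and 51.3% and 51.2% with 5 kb. With strong TADs alone it was 9.94% and 9.23%. Few loops had borders at both anchors, 7 in BG3 and 10 in Kc167, and these shares were not past the threshold against shifts (permutation p = 0.122 and 0.480).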

Approximately one-third of the loops in both Kc167 and BG3 cells are located at TAD borders (Fig. 6B,C). However, we observed that there are more loops that are inside TADs in BG3 compared with Kc167 (Fig. 6D,E). This suggests that, in BG3 cells, there are fewer TADs, but these are larger and they contain more loops inside the TADs.

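Of the loops away from borders, a larger share lay inside one TAD in BG3. There were 570 such loops among 698 in BG3 (81.7%, 78.6 to 84.4) and 756 among 1136 in Kc167 (66.5%, 63.8 to 69.2). The count of loops inside a TAD is thus higher in Kc167. In the Fig. 1D region, the BG3 loop of 16 kb from 12464001 to 12482000 and the Kc167 loop of 26 kb from 12390001 to 12418000 each lay inside a TAD of their own map. Loops between TADs included the pixel of 3548 kb on 2R in both maps, the BG3 pixel joining CG31286 on 3R to a site 15084 kb away and the Kc167 pixel from CG17376 on 2L over 4516 kb. A loop of 88 kb on 3R between 1866001 and 1956000 was present in both maps, inside one TAD in Kc167 and across TADs in BG3. The shares differed by Fisher's exact test (p = 1.03e-12), by 15.1 percentage points, and by 9.70 with strong TADs alone. This compares the loops of 2 merged maps, and loops of one map are not replicates. BG3 loops were also shorter and BG3 TADs wider, and no share expected from lengths and widths was computed. The difference therefore does not show a preference of BG3 loops for TADs. With the TADs of the other map, the shares were 77.1% in BG3 and 64.4% in Kc167.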

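A loop lay inside 570 of 2253 BG3 TADs (25.3%) and 737 of 2506 Kc167 TADs (29.4%). Of the loops at named neural genes in BG3, those of chinmo, a temporal identity gene on 2L, onecut on chromosome 4 and brp, an active zone gene on 2R, lay inside a TAD, with lengths of 18, 18 and 32 kb, and that of Con did not. In Kc167, the loops of onecut (16 kb) and robo2, an axon guidance receptor gene (40 kb), lay inside a TAD, and those of amos, a proneural gene, and toy did not. In the E(spl) complex, E(spl)m4-BFM was joined over 16 kb to the anchor of E(spl)m8-HLH and gro within a BG3 TAD. In all, 661 BG3 loops and 893 Kc167 loops lay inside a TAD, those near borders included. No test was made of which genes have a loop inside a TAD. A wider TAD has more room for a loop, so the widths of TADs with and without one are not set against each other. From more loops inside TADs in BG3, the paper proposes that its TADs are fewer and larger and contain more loops.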

Finally, almost half of the loops in both cells have a promoter at one anchor, independent of whether the loop is inside TADs or between different TADs; whereas 10% of the loops have an ncRNA annotated at one anchor (Supplemental Fig. S6). This indicates that active transcription can be involved in maintaining these loops, by bridging either enhancers to promoters or promoters to promoters, in order to coordinate gene expression (by the location of genes in transcription factories). In contrast, we found that only a small percentage of loops (10%–20%) have an enhancer annotated at one anchor. However, improvements in techniques or analysis tools (Eagen et al. 2017; Muerdter et al. 2018) may likely increase the number of enhancer–promoter loops identified.

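Loop anchors held the starts of Polycomb-regulated transcription factor genes, which shape the body plan, more often than those of other genes. They held 10 of 74 such genes in BG3 and 11 of 74 in Kc167 (Fisher's exact test, adjusted p = 0.00253 in each), among them prd, tsh, Awh and slp2 in BG3 and prd, tsh, toy and dac in Kc167. The excess over other genes, 10.2 and 10.9 percentage points, was 17.7 and 22.7 with anchors extended by 1 kb. With q-values under 0.01, the BG3 excess was 5.60 and not past the threshold (exact test, adjusted p = 0.0630). Genes of neural fate and differentiation were at anchors for 8 of 85 in BG3, among them Con, chinmo, onecut and brp, and 10 of 85 in Kc167, among them amos, robo2, toy and onecut (exact test, adjusted p = 0.0442 and 0.0198). The Con pixel spans 4712 kb and belongs to a group of long BG3 pixels on 3L whose cause stays open. The neural list shares 12 genes, toy among them, with the Polycomb list, so the calls are not independent. In the E(spl) complex, targets of Notch signalling, 3 of 12 genes were at BG3 anchors (exact test, adjusted p = 0.0442). In a permutation test by circular shifts of the loops the Polycomb excess held in both maps (adjusted p = 0.0280). The neural excess did not pass it in BG3 or Kc167 (permutation adjusted p = 0.0559 and 0.0699), nor did E(spl) (permutation adjusted p = 0.123). With extended anchors, the neural excess in Kc167 was 15.3% against 8.43% and did not pass either (exact test, adjusted p = 0.173). The Hox complexes, a list apart from the Polycomb one, had 1 of 12 genes at BG3 anchors, Antp, and 0 of 12 at Kc167 anchors. Neither was a call (exact test, adjusted p = 0.892 in BG3). Receptor genes of smell and taste were at anchors for 8 of 154 in BG3 and 10 of 154 in Kc167, without a call (exact test, adjusted p = 0.887 and 0.628). A protein-coding 5' end lay in an anchor of 317 of 865 BG3 loops (36.6%, 33.5 to 39.9) and 424 of 1409 Kc167 loops (30.1%, 27.8 to 32.5). The difference was 6.56 percentage points (exact test, adjusted p = 0.0101). It stayed about as large with extended anchors and with 2 kb and autosomes together, the latter chosen after seeing the data, at 5.78 and 6.12 points, and did not pass the threshold (exact test, adjusted p = 0.0653 and 0.0542). In BG3 the share was above the 29.5% of shifted loops (permutation p = 0.001998, the smallest the shifts allow), and in Kc167 it was not past the threshold against 29.2% (permutation p = 0.537). Away from borders the share was 32.4% in BG3 and 28.2% in Kc167. These were 4.21 points apart and not past the threshold (exact test, adjusted p = 0.234). Of these loops, it was 31.1% inside one TAD and 38.3% between TADs in BG3, and 29.2% and 26.1% in Kc167 (exact test, adjusted p = 0.236 and 0.336). With anchors extended by 1 kb, 57.8% of BG3 and 52.0% of Kc167 loops had a promoter. An ncRNA gene overlapped an anchor of 15.1% of BG3 loops and 12.8% of Kc167 loops, and shifted loops gave 13.8% and 14.4%. Enhancer annotation was not used here.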

### A/B compartment switching is not connected with TAD borders changes

Eukaryotic genomes are portioned in A/B compartments, where A marks active regions of chromatin and B marks inactive regions of chromatin (Lieberman-Aiden et al. 2009). Previous work has identified the presence of A/B compartments in *Drosophila* (Rowley et al. 2017), and following a similar approach, we computed the A/B compartments in both Kc167 and BG3 cells at 10-kb-bin resolution (see Methods). Our results show that there is an increase of B compartments in BG3 cells, with more A compartments switching to B (10%), compared with B compartments switching to A (6%) (Fig. 7A–C). We did not identify any correlation between the compartment switching or the gain or loss of TAD borders in BG3 cells compared with Kc167 (Fig. 7D). However, we observed a preference of both conserved and Kc167-specific TAD borders for A compartments in contrast to a preference of BG3-specific borders for B compartments (Fig. 7D).

**Figure 7.**
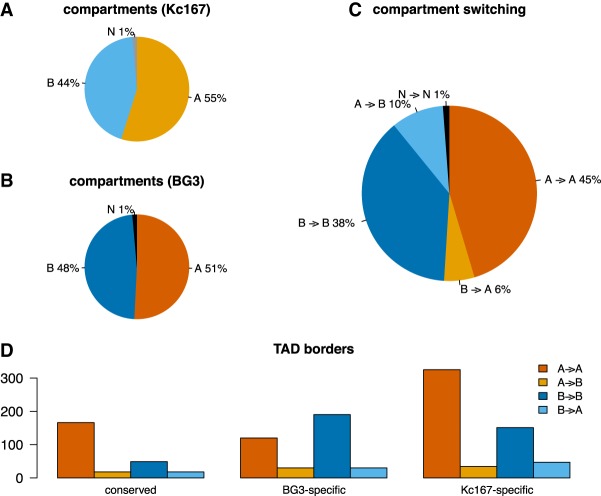
A/B compartments in Kc167 and BG3 cells. (*A,B*) Percentage of the genome that was computed as either an A or a B compartment (Lieberman-Aiden et al. 2009). Regions that could not be classified as either an A or a B compartment were labeled as N. (*C*) The percentage of A/B compartments that switched after differentiation from embryonic to neuronal cells. (*D*) TAD borders location within the A/B compartments.

## Discussion

There have been several reports recently regarding TADs in *Drosophila* (Cubeñas-Potts et al. 2017; Eagen et al. 2017; Hug et al. 2017; Rowley et al. 2017; Ramirez et al. 2018; Wang et al. 2018). All of these studies generated high-resolution Hi-C maps in embryo-derived cells or whole embryos. We present here, for the first time, an in situ Hi-C map of a differentiated neuronal cell line (BG3) in *Drosophila*, which enabled us to study different aspects of chromatin reorganization during *Drosophila* differentiation.

A large proportion of TADs appear conserved across various cell types, but there are also TADs that are cell specific and dictate cellular identity. Here, with the high-resolution data sets in BG3, we were able to identify TAD borders accurately and compare them with TAD borders in Kc167 cells (embryo-derived). Thus, both conserved and new TAD borders gained in BG3 cells were identified (Fig. 1E). TADs are regarded as mostly conserved between different cell types (Dixon et al. 2012; Vietri Rudan et al. 2015). We show that, in addition to common TADs, the two different cell types from the same organism also display different TADs. Varying transcriptional status, and enhancer–promoter interactions across different developmental stages of cells, may impact the reorganization of underlying functional elements. This reorganization can, in turn, influence the 3D structure of the genome.

### Role of transcription and DNA-binding proteins on TAD border formation

Transcription was considered a major factor for TAD formation (Li et al. 2015; Rowley et al. 2017), whereas depletion of transcription did not seem to affect the TAD formation (Hug et al. 2017). However, the presence of concomitant divergent transcription and strong Pol II signals observed at the borders suggest a potential role for transcription or Pol II to be associated with TAD formation (Fig. 2).

Divergent transcription is enriched in mammalian systems and was assumed to be depleted in *Drosophila*, but recent reports showed that divergent transcription is more prominent in *Drosophila melanogaster* than previously estimated (Rennie et al. 2018). We observed divergent transcription at all borders, which indicates its association with TAD borders in *Drosophila*. How would the presence of divergent transcription lead to formation of TADs? One possibility is that divergent transcription produces negative supercoiling in the promoter region of the sense gene, which is maintained during transcription by polymerase, topoisomerase, and helicases (Naughton et al. 2013a,b). This is also probably one of the reasons why arresting polymerase by α-amanitin did not affect TAD structures (Hug et al. 2017) as α-amanitin only blocks the elongation of Pol II but does not displace Pol II from the DNA or change the supercoiling state of the DNA. Additionally, it was shown by numerical simulations using DNA polymer models, that divergent transcription–induced supercoiling could explain the self-interacting chromatin domains in *Schizosaccharomyces pombe* (Benedetti et al. 2017). This hypothesis could possibly be extended to other species like *Drosophila* and other higher eukaryotes in which divergent transcription could be involved in the establishment or maintenance of actual TAD structures.

Divergent transcription–induced supercoiling was proposed as a mechanism to release paused polymerase in *Drosophila* (revised in Naughton et al. 2013b). Trl and M1BP are associated with Pol II pausing (Li and Gilmour 2013), and Trl was shown previously to be involved in repressive chromatin loops within polycomb domains (Ogiyama et al. 2018). We observed specific enrichment of Trl at BG3 borders in BG3 cells (Supplemental Fig. S4). Also, it is worthwhile noting that the divergent transcription observed at TAD borders is owing to transcription not only of protein coding genes but also of ncRNA (Supplemental Fig. S2). This indicates that cell-type–specific ncRNAs could have a role in TAD border formation and maintenance and, consequently, in gene regulation. However, the presence of divergent transcription in BG3 cells at Kc167-specific borders suggests that, although divergent transcription is associated with TAD border formation, it is not enough to establish these borders after differentiation.

Architectural proteins are the other factors regarded to play a significant role in determining the TAD border formation (Van Bortle et al. 2014). Some of these proteins involved in long-range interactions (such as Chromator and CTCF) were enriched in BG3 cells, validating the presence of distal interactions observed in these cell lines. In this study, we show that TAD borders in *Drosophila* are enriched with CTCF in neuronal cells (which commonly occupies mammalian TAD borders and was less pronounced in *Drosophila* embryonic TAD borders) (Fig. 4). The higher occupancy of CTCF in BG3 cells can be explained by higher amounts of CTCF in this cell line (Zabet and Adryan 2015). In combination with Chromator and Cp190, they can mediate long-range interactions to meet the transcriptional requirement of the cell during neuronal differentiation. After differentiation, Kc167-specific borders lose binding of BEAF-32, which is not compensated by a strong recruitment of CTCF, as is the case for conserved borders. Despite their presence at the borders, not all architectural proteins were particularly enriched at the BG3-specific borders and therefore may not be essential for the border formation in BG3 cells (Supplemental Fig. S4).

### Role of enhancers on TAD border formation in BG3 cells

Binding of transcription factors to enhancers activates transcription of target genes (Calo and Wysocka 2013). Here, we showed that BG3-specific borders display active enhancer marks (Supplemental Fig. S5) and are enriched in binding motifs of transcription factors that are expressed specifically in neuronal cells (Fig. 5), thus supporting that the BG3-specific TAD borders are enriched in BG3-specific enhancers. In contrast, we found that Kc167-specific TAD borders are enriched in promoter marks (H3K4me3) and seem to display intermediate expression compared with the conserved TAD borders (Supplemental Fig. S5). This suggests that Kc167-specific TAD borders contain regulated genes that are expressed at intermediary levels but lose promoter marks after differentiation. Thus, the presence of active enhancer marks, along with the neuronal-specific enhancers and GRBs, at BG3-specific borders emphasize the role of enhancers in driving TAD border formation during differentiation.

Our data support a change in organization of the genome observed across different cell stages. Like in mammalian cells, CTCF might have a role in *Drosophila* that needs to be explored in more detail using different cell types. Furthermore, our results suggest that there is a dynamic change in the enhancer–promoter interaction, especially at BG3-specific borders. This may indicate a role for enhancer–promoter interaction as one of the contributing factors for TAD formation. Similar observations have been reported in human cells (Bonev et al. 2017; Freire-Pritchett et al. 2017), which suggests that the reorganization during development is conserved during evolution.

Finally, we hypothesize that active divergent transcription could generate negative supercoiling and, in turn, may facilitate the formation of compacted domains that are conserved through different developmental stages. The role of the architectural proteins would be to help maintain this negative supercoiling and keep the state of the system stable. However, further work is needed to elucidate the extended role of each factor in TAD formation.

## Methods

### Cell culture

*Drosophila* BG3 cells were cultured at 25°C in Schneider's Insect Medium (Sigma-Aldrich), supplemented with 10% FBS (Labtech), 10 mg/L insulin (Sigma-Aldrich I9278), and antibiotic penicillin/streptomycin.

### In situ Hi-C protocol

Hi-C libraries were generated from 10 million cells by following the in situ Hi-C protocol as mentioned by Rao et al. (2014), with minor modifications. Crosslinked cells were lysed, and the genome was digested using DpnII (NEB) overnight. The overhangs were filled with Biotin-16-dATP (Jena Bioscience) followed by ligation and decrosslinking with Proteinase K digestion. The sample was further sonicated using Bioruptor. Biotinylated DNA was pulled down using Dynabeads MyOne streptavidin T1 beads (Life Technologies 65602). Selected biotinylated DNA fragments ranging from 200–500 bp were then ligated with Illumina adaptors (NEB). The libraries obtained from biological replicates were multiplexed and further sequenced at Edinburgh Genomics (Genepool) and Fasteris using HiSeq 4000.

### Hi-C analysis

Each pair of the PE reads was aligned separately to the *D. melanogaster* (dm6) genome (Adams et al. 2000; dos Santos et al. 2015) using BWA-MEM (with options -t 20 -A1 -B4 -E50 -L0) (Li and Durbin 2010). HiCExplorer was used to build and correct the contact matrices and to detect TADs and enriched contacts (Ramirez et al. 2018). The contact matrices were built at 100-kb bins for plotting Figure 1 and at 10 kb for compartments (Rowley et al. 2017), and the DpnII restriction sites were used for calling TADs and chromatin loops and plotting the rest of the figures. By using a minimum allowed distance between restriction sites of 150 bp and a maximum distance of 1 kb, we obtained a matrix with 217,638 bins with a median width of 529 bp. After filtering, the two BG3 replicates had 40 million and 41 million reads, whereas the two Kc167 replicates had 48 million and 60 million reads. In addition, we down-sampled the Kc167 libraries (Kc167 subset), leading to a similar number of filtered reads as in the case of BG3 cells. We merged the two BG3 biological replicates and the two Kc167 replicates, which did not change the contacts decay curves (Supplemental Fig. S1A–C). The matrices were corrected using the thresholds (−1.4 and 5 for DpnII restriction sites and 10-kb bins, whereas for 100-kb bins, we used −2.4 and 5 for BG3 data and −3.0 and 5 for Kc167 data); values were selected from the diagnostic plots (Supplemental Fig. S1D–F). By using the corrected contact matrices, we detected TADs of at least 5-kb width using a *P*-value threshold of 0.01, a minimum threshold of the difference between the TAD-separation score of 0.04, and FDR correction for multiple testing (--step 2000, --minBoundaryDistance 5000 --pvalue 0.01 --delta 0.04 --correctForMultipleTesting fdr). We selected these parameters to ensure that we recovered a similar number of TADs in Kc167 cells as previously reported (Cubeñas-Potts et al. 2017). We compared the distances between TAD borders and found that using the full Kc167 libraries or the subset libraries would lead to similar results (Supplemental Fig. S1G,H). Finally, we called strong TAD borders using a stringent value of the threshold of the difference between the TAD separation score of 0.08. This value ensured that we retrieved the strongest half of TADs.

The enriched contacts were extracted with HiCExplorer using the observed/expected ratio method. In order for the two cells to be comparable, we used the Kc167 subset data set instead of the full data set. The same analysis was performed for both data sets generated in this study (in situ Hi-C of BG3 and Kc167 cells).

Because the Kc167 cell line is a female-derived cell line and BG3 is a male-derived cell line, we excluded sex chromosomes from our analysis in order to avoid any biases from dosage compensation (Mukherjee and Beermann 1965; Chiang and Kurnit 2003). The downstream analysis and plots were generated using a custom script in R (R Core Team 2017); see Supplemental Code.

### Motif enrichment analysis

The analysis to identify enriched motifs at TAD borders was performed with R/Bioconductor package PWMEnrich (http://bioconductor.org/packages/PWMEnrich/). First, we created a background model using the lognormal method, 200-bp sequence lengths, and all Kc167-specific TAD borders (all borders in Kc167 that were further by at least 2 kb from any TAD border in BG3). Enriched binding motifs that had a *P*-value lower than 0.05 were selected, which resulted in 81 TFs. Finally, by using FlyMine (Lyne et al. 2007), we extracted the FlyAtlas expression data for 79 of these TFs (Chintapalli et al. 2007).

### Chromatin loops

Chromatin loops were called with the HiCCUPS tool from the Juicer software suite on both Kc167 and BG3 data sets (Durand et al. 2017). Loops were called using a 2-kb resolution, 0.05 FDR, Knight–Ruiz normalization, a window of 10, peak width of five, thresholds for merging loops of 0.02,1.5,1.75,2, and distance to merge peaks of 20 kb (-k KR -r 2000 -f 0.05 -p 5 -i 10 -t 0.02,1.5,1.75,2 -d 20000). For details on the parameters, see the work of Durand et al. (2017).

### Compartments

Compartments were called as previously described (Lieberman-Aiden et al. 2009; Rowley et al. 2017). More specifically, we used Juicer to compute the eigenvectors in 10-kb bins for both the Kc167 and BG3 data sets (Durand et al. 2017). The sign of the correlation between the GC content and eigenvectors was used to flip the sign of the eigenvector (Imakaev et al. 2012). Bins with negative eigenvalues were assigned as a B compartment, whereas bins with positive eigenvalues were assigned as an A compartment.

### Data sets

Note that because of the similarities in chromatin nature and transcriptional profiles of the Kc167 and S2 cell types (Cubeñas-Potts et al. 2017), depending on data availability, we used one of the two as the embryonic cell line when comparing with the neuronal cell line BG3. To maintain consistency with our TAD annotation, if files had coordinates in other release versions of the *D. melanogaster* genome, the coordinates were lifted to dm6.

### ChIP-chip

We used the following ChIP-chip data sets generated and preprocessed (M values smoothed over 500 bp) by The modENCODE Consortium (Kharchenko et al. 2010; The modENCODE Consortium et al. 2010; Riddle et al. 2011; Schwartz et al. 2012): Pol II (GSE20832, GSE20806), BEAF-32 (GSE20811, GSE20760), Cp190 (GSE20814, GSE20766), Chromator (GSE20761, GSE20763), CTCF (GSE20767, GSE32818), Trl (GSE23466, GSE32822), Su(Hw) (GSE20833, GSE51964), H3K27ac (GSE20778, GSE20779), H3K27me3 (GSE20780, GSE45083), H3K4me1 (GSE23468, GSE45085), and H3K4me3 (GSE20839, GSE45088).

### RNA-seq

The mRNA abundance in the two cell lines was downloaded from the work of Lee et al. (2014), who preprocessed the original modENCODE data sets (Cherbas et al. 2011). To obtain the strand-specific expression, we mapped the genes on the corresponding strand using the FlyBase annotation (dos Santos et al. 2015). For nascent RNA transcription, we used the preprocessed GRO-seq in S2 cells (GSM577244) from the work of Core et al. (2012) and the preprocessed 3′NT-seq in BG3 cells (GSE100545) from the work of Pherson et al. (2017).

### Other data sets

We also used gene and ncRNA annotations for Supplemental Figure S2 from FlyBase (dos Santos et al. 2015), STARR-seq annotation of enhancers in BG3 and S2 cells from Arnold et al. (2013) and Yanez-Cuna et al. (2014), and preprocessed DNase-seq profiles from The modENCODE Consortium (Kharchenko et al. 2010).

### Data analysis

The scripts to perform the analysis are made available as Supplemental Code. For the Fisher's exact test (Figs. 3, 5C, 6B–E) we also performed a two-sample randomization (permutation) test to compare two proportions. The obtained *P*-values were identical as reported by the Fisher's exact test, except for Figure 5C at the difference between BG3-specific and Kc167-specific TAD borders that are overlapped with GRB in which the *P*-value was *P*-value = 0.0017 (instead of *P*-value = 0.0021 for the Fisher's exact test).

## Data access

All Hi-C data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE122603. The pipeline for Hi-C data analysis is available as Supplemental Code.

## Supplementary Material

Supplemental Material

# Supplementary material for: Chromatin architecture reorganization during neuronal cell differentiation in Drosophila genome
**Source:** Genome Res. 2019 Apr;29(4):613–25. doi: 10.1101/gr.246710.118
**Supplement:** Supplemental Material

Chromatin architecture reorganization during neuronal cell differentiation in Drosophila genome — Supplemental Material 

# Chromatin architecture reorganization during neuronal cell differentiation in *Drosophila* genome

## Supplemental Material

- Supplemental\_Fig\_S1.pdf
- Supplemental\_Fig\_S2.pdf
- Supplemental\_Fig\_S3.pdf
- Supplemental\_Fig\_S4.pdf
- Supplemental\_Fig\_S5.pdf
- Supplemental\_Fig\_S6.pdf
- Supplemental\_code.zip

# Supplementary material for: Chromatin architecture reorganization during neuronal cell differentiation in Drosophila genome
**Source:** Genome Res. 2019 Apr;29(4):613–25. doi: 10.1101/gr.246710.118
**Supplement:** Supplemental Material

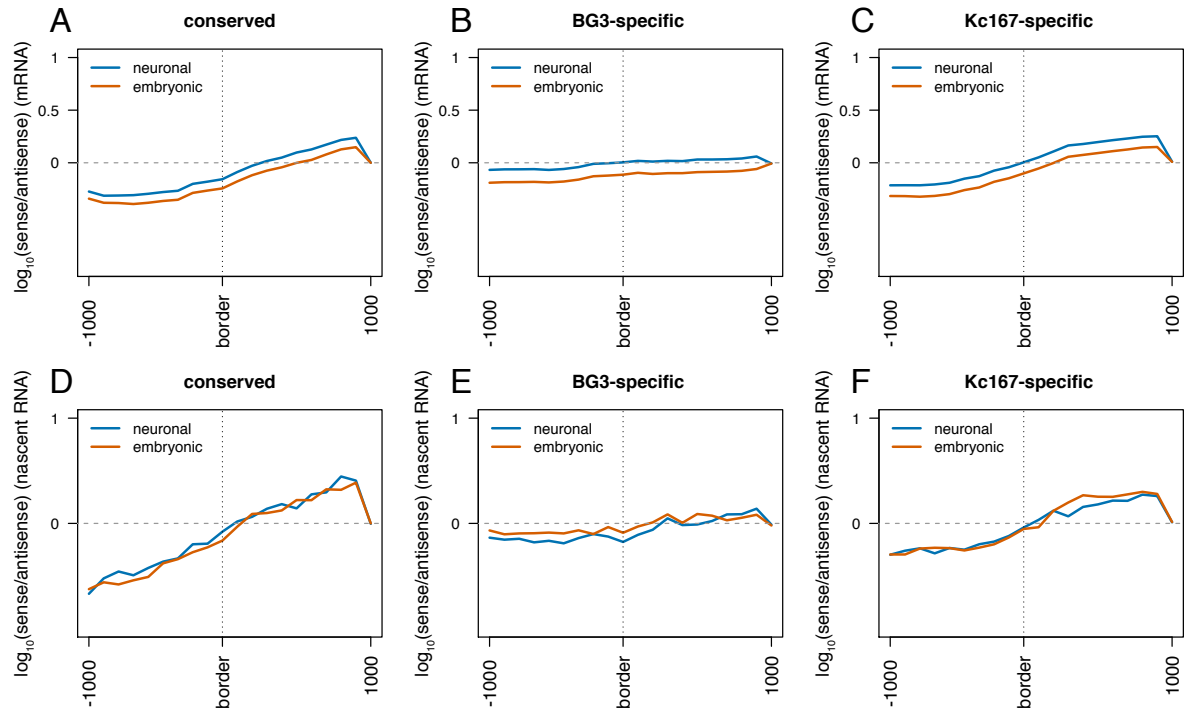

Figure S3. Sense and antisense transcription at TAD borders.

Average of the $\log_{10}$ ratio between sense and antisense transcription for embryonic cells and neuronal cells at (A and D) conserved, (B and E) BG3-specific and (C and F) Kc167-specific TAD borders. (A-C) total mRNA levels (D-F) nascent RNA (GRO-seq in S2 and 3'NT-seq in BG3 as mentioned in method section).

# Supplementary material for: Chromatin architecture reorganization during neuronal cell differentiation in Drosophila genome
**Source:** Genome Res. 2019 Apr;29(4):613–25. doi: 10.1101/gr.246710.118
**Supplement:** Supplemental Material

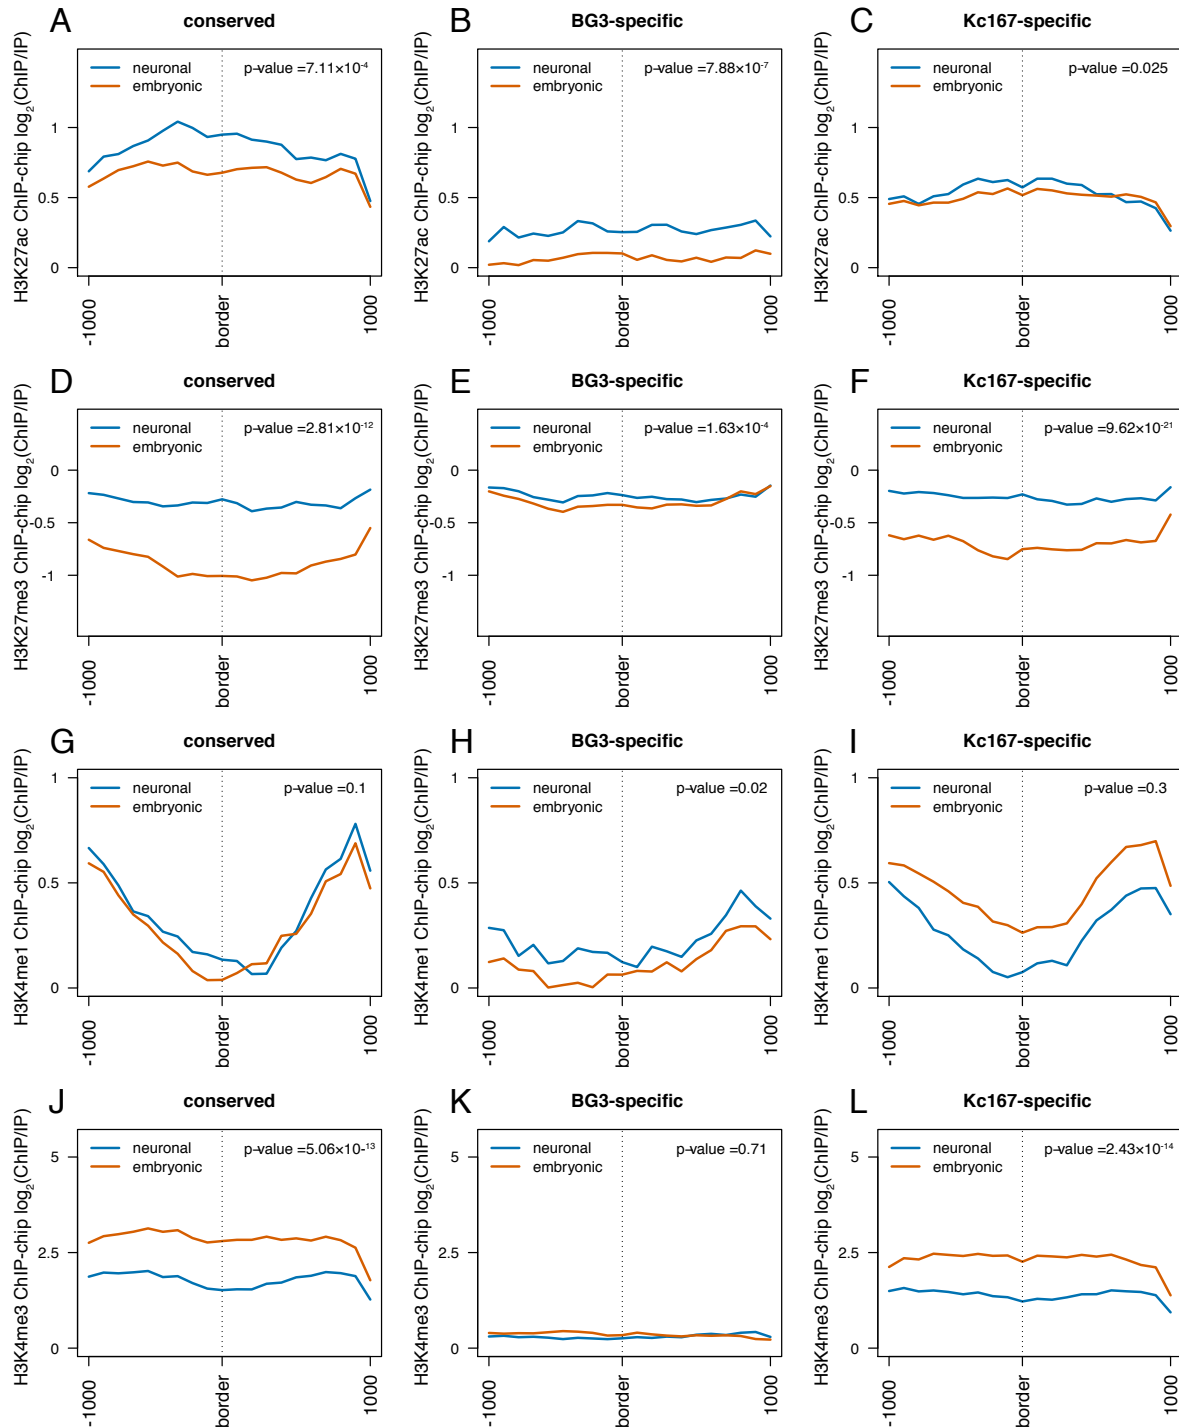

Figure S5. Histone marks are present at TAD borders in a cell-specific manner. Average levels of histone marks, ChIP-chip signal ($\log_2$ ChIP/input), at borders of three different TAD classes (conserved, BG3-specific and Kc167-specific). Red line represents data from embryonic cells and blue from neuronal derived cells. Average profile is plotted considering 1 kb around each border. We performed a non-parametric Mann-Whitney U test considering the highest levels at each TAD border between embryonic and neuronal cells (see reported p-value). We plotted the following histone marks: (A-C) H3K27ac (D-F) H3K27me3 (G-I) H3K4me1 and (J-L) H3K4me3.

# Supplementary material for: Chromatin architecture reorganization during neuronal cell differentiation in Drosophila genome
**Source:** Genome Res. 2019 Apr;29(4):613–25. doi: 10.1101/gr.246710.118
**Supplement:** Supplemental Material

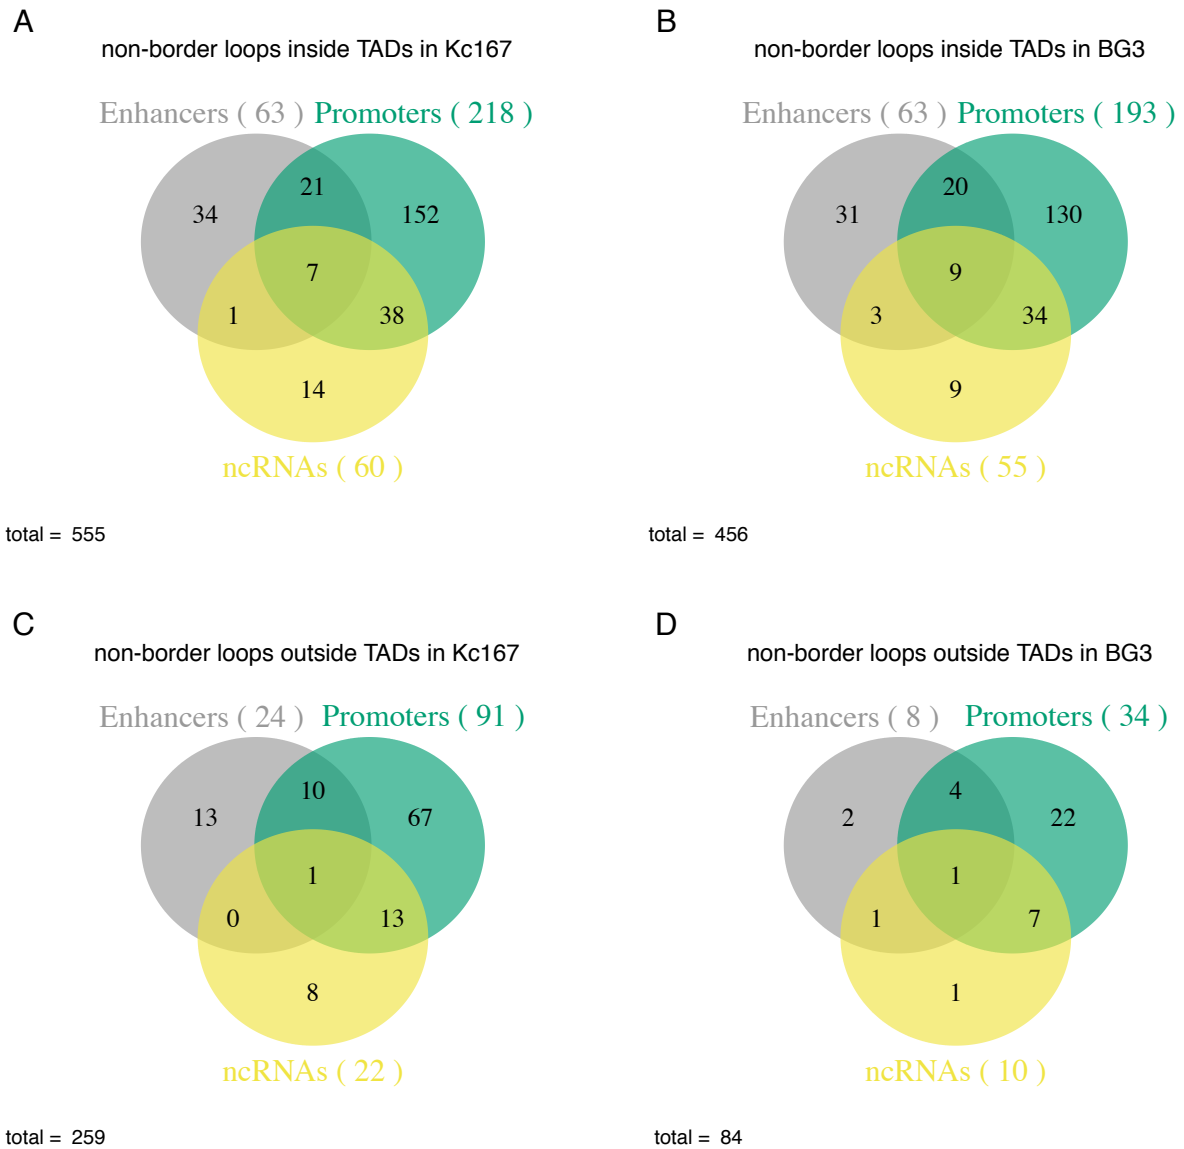

Figure S6. Annotations of the anchors of chromatin loops.

Venn diagrams representing the number of chromatin loops that have at one of the anchors promoters (green), ncRNAs (yellow) or enhancers (grey). (A-B) Chromatin loops where both anchors are inside the same TAD in (A) Kc167 cells and (B) BG3 cells. (C-D) Chromatin loops where the anchors are in different TADs in (C) Kc167 cells and (D) BG3 cells.

How the deposited data were processed for this re-analysis (not part of the article)

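In situ Hi-C of BG3 and Kc167 cells was processed by the authors into TAD lists and loop lists, with 2 biological replicates per line merged into 1 map. The submitters' processing notes name BWA 0.7.15-r1140 and Juicer 1.7.6 and the dm6 build. The paper's methods describe HiCExplorer for TADs, at a permissive and a stringent setting, and HiCCUPS for loops.

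The deposited TAD files give a position and a TAD separation score, which is the authors' own score without a fixed range and was used within one map alone. The deposited loop files give observed contact counts, expected contacts from the donut and other neighbourhoods, and 4 q-values per loop as the authors computed them. The lists rest on merged replicates, which cannot be separated in them.

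The reference was the dm6 assembly with gene annotation of Ensembl 115, whose chromosome lengths were checked against the ends of the lists. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, Matplotlib 3.10.9 and BLAST 2.17.0.

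Borders are the ends of TADs, merged where they touch, on the autosomes unless stated. A pair within 20 bp counts as the same position, a border over 2 kb from any border of the other map is specific, and the rest are fuzzy. A loop is at a border if an anchor extended by 1 kb holds one, and inside a TAD if both anchor midpoints lie in it. Loops are shared if both pairs of anchors lie within 10 kb. Shares of 2 groups were compared with Fisher's exact test, with Benjamini-Hochberg adjustment over 12 pairs of motif and class, 42 pairs of gene list and border class, 28 pairs of list and map, and 8 promoter and ncRNA comparisons. Median scores were compared with 100000 permutations, and positions with 1000 circular shifts along each arm. The 14 gene lists and these rules were chosen before the data were examined.

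Genes were named by a fixed rule. It takes the 6 strong borders per class with the most extreme score and any gene start within 5 kb, and list members within 2 kb of a strong border, at most 4 per list and class. It also takes the 6 loops per map and the 4 shared loops with the highest ratio of observed to expected contacts, list members in anchors, at most 4 per list and map, all borders and loops of the Fig. 1D region, and the architectural protein genes. Loops over 1 Mb were chosen after their values were seen.

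On simulated data, 200 of 200 planted gene lists and 8 of 200 random lists passed p under 0.05 at borders. The same threshold was passed by 10 of 200 random border sets and 7 of 100 null score comparisons.

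The alternatives were 77 set in advance and 7 added later. They vary the distances, the chromosomes, the TAD or border list, the q-value limit, the gene set, the controls and the form of the test. The files for enriched contacts, compartments, protein binding and RNA were not analysed here.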

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

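The tests of read depth on X and on 2R, of a rearranged 3L, of the windows on 2R and of loops per arm were chosen only after the result was seen.

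The X chromosome, which the paper leaves out because the lines differ in sex, had 92 loops in BG3 and 283 in Kc167, a signal in data the paper did not analyse. Per autosomal loop, X had 0.475 times as many loops in BG3 as in Kc167 (95% interval 0.369 to 0.611). The median of expected contacts of loops of 16 to 30 kb on X was 0.477 times that on the autosomes in BG3 (0.306 to 0.70) and 0.910 times in Kc167, which is consistent with lower read depth on the single X of BG3. Thinning the autosomal BG3 loops to that depth kept 0.447 of them under a strict limit and 0.722 under a loose one, a range that holds the observed ratio, so a shortage of loops beyond depth cannot be told apart from depth alone, because the paper gives the caller's limit as an FDR of 0.05, and the contacts this asks for depend on pixels that the loop lists do not hold. A difference in the chromatin of the male X stays open.

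A group of 17 loops of over 1 Mb on 3L in BG3 joined 3 regions, 244001 to 594000, 2596001 to 2810000 and 5074001 to 5172000. They are among the autosomal loops that the paper counts, at sites it does not discuss. None of the 17 anchor pairs shared an alignment of at least 100 bp at 95% identity in the reference genome (0%, up to 18.4%). Nor did any of the other 41 loops of over 1 Mb in both maps (0%, up to 8.57%). This argues against sequence shared in the reference, while a planted repeat was found in 17 of 17 pairs. Copies absent from the reference could not be found, so sequence shared in the cell lines alone stays open. None of the 17 had a Polycomb list gene within 10 kb of both anchors (0%, up to 18.4%). This argues against contacts between genes of that list, and other Polycomb targets were not examined. The 17 pairs join the same 3 regions and are not independent, so both upper limits of 18.4% may be too low. The median of expected contacts was 14.4 times that of the 11 other BG3 loops of over 1 Mb, and the interval of 1.21 to 178 is too wide to decide on a rearranged or amplified chromosome that may bring these regions close, so this and a biological cause stay open.

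Arm 2R differed from the other autosomal arms: the odds of a loop on 2R lying in BG3 rather than Kc167 were 2.63 times those elsewhere (Fisher's exact test, adjusted p = 1.42e-14), a difference between groups. The median of expected contacts of called loops on 2R was 1.34 times that on the other arms in Kc167 (1.15 to 1.60). It covers called loops alone, and where fewer pixels pass, those that pass may be the ones rich in contacts. The value therefore cannot decide on lower depth on 2R in Kc167, which stays open. Kc167 had fewer loops in 10 of 11 windows of 2 Mb with at least 5 BG3 loops (90.9%, 62.3 to 98.4), and in 2 of 37 windows of 2L, 3L and 3R chosen in the same way, which argues against a missing part of the arm. A rearrangement or a change of copy number of 2R was not tested, and a difference between the lines stays open.

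The share of BG3 borders at the Kc167 position differed by -8.11 percentage points between X and the autosomes (20.8% against 28.9%, Fisher's exact test, p = 0.00171), in data the paper did not analyse. The difference did not pass the test with strong borders alone or against 3L alone (Fisher's exact test, p = 0.165 and 0.141). Borders over 2 kb from any Kc167 border made up 49.7% on X and 46.3% on the autosomes, not past the threshold (Fisher's exact test, p = 0.242). Expected contacts at loops on the BG3 X were 0.477 times those on the autosomes. An effect of lower depth on border positions was not tested, so it cannot be told apart from a difference of X.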

How the results depend on the processing

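The alternatives with 2 kb and autosomes together, the ncRNA biotype alone and fragment midpoints as controls were chosen only after the data were seen. Of 329 comparisons of an alternative with its result, over 70 results, 269 kept the result. For a test this means the same direction and side of the threshold, for a count a change within 1.5 times, and for a median a value within its 95% interval. These include all 11 alternatives for the larger share of BG3 loops inside TADs and all 7 for the share of borders at the same position. Among the 11, the setting with whole loops could not differ, because non-border loops have no border within 1 kb of an anchor. Some settings for border class sizes could not differ either. The limit in kb does not enter the conserved counts, and the row numbers leave conserved, fuzzy and BG3-specific counts as they are. The 269 therefore include comparisons whose outcome was fixed in advance. No paired analysis was possible because the files hold one merged map per cell line, and leaving out a replicate is impossible for the same reason. For the values below, the cause was not tested. With strong TADs alone, counts were 982 in BG3 and 1300 in Kc167 and median widths 85.1 and 61.9 kb. With 1 kb as the limit, 262 borders were fuzzy, 105 of them strong. With 5 kb, 321 strong borders were fuzzy. With 10 kb, there were 860 fuzzy (389 strong), 497 BG3-specific (190 strong) and 648 Kc167-specific borders (249 strong). The difference in loops at borders, BG3 minus Kc167, turned positive in 8 settings: 0.973 percentage points with anchors as deposited, 1.78 with 2 kb, 0.0875 with 5 kb, 2.25 with 2 kb and autosomes, 1.03 on autosomes, 0.0995 with both anchors, 1.36 with q-values under 0.01 and 0.716 with strong TADs. None of these passed the threshold. Loops with borders at both anchors made up 0.809% in BG3 and 0.710% in Kc167, not past the threshold against shifts. The promoter difference between maps over all loops did not pass with 2 kb and autosomes (6.12 points) or with extended anchors (5.78). Over non-border loops it was 4.21 in the main setting, not past the threshold, and it passed with all genes (6.37). For motifs within 1 kb, BEAF-32 and Dref minus controls was -4.11 points at BG3-specific, 4.42 at Kc167-specific and 4.61 at conserved borders, and CTCF -0.185 at Kc167-specific ones, none past the threshold. Within 250 bp, BG3-specific borders had -2.61 for BEAF-32 and Dref, -0.0399 for CTCF, 0.733 for M1BP and 2.04 for Trl, none past it. With gene starts as controls, CTCF was -0.579 at conserved and Trl 5.22 at BG3-specific borders, neither past it. With row numbers of the supplementary code, CTCF at Kc167-specific borders was 3.32 and passed it. Gene starts at BG3-specific borders were 2.99 points above controls with 2 kb, not past it. Odds ratios of ncRNA orientation at BG3-specific borders were 1.12 with 2 kb, 1.13 with gene bodies and 1.19 with the ncRNA biotype alone. At Kc167-specific borders they were 1.07 with 500 bp, 1.08 with weak borders included and 2.04 with row numbers, and at conserved borders 5.20 with 2 kb. For protein-coding genes at BG3-specific borders it was 1.27 with gene bodies. The Kc167 score difference between fuzzy and specific borders was -0.00897 with the mean of both sides. Calls of gene lists at borders were 0 above and 1 below (cuticle genes, BG3-specific) with 5 kb. With shifts, which compare with random positions, they were 2 above, cytoplasmic and mitochondrial ribosomal genes at conserved borders, and at anchors 2 above, the Polycomb list in both maps. The X minus autosome difference within 20 bp was -6.17 with strong borders and -4.43 against 3L alone, and beyond 2 kb it was -1.53 against 3L, none past the threshold. Depth limits the loop lists, as BG3 had fewer reads, and the lists hold no loop below the caller's threshold.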

Differences from the paper's values

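The setting with 2 kb to borders and autosomes alone was chosen only after the values were seen. The main values below use all chromosomes and 1 kb from anchor to border, while the paper's text does not name its distance.

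The share of BG3 loops at TAD borders was 19.3%, and the paper's is about 30% in Fig. 6C, read by eye. Of the alternatives set before the data were examined, 2 kb (30.2%) and q-values under 0.01 (21.0%) came within 1.5 times of it, and the other 6 did not. For Kc167, 19.4% was within 1.5 times of the figure. The Fisher p for this comparison was 1 and the paper's is 0.3. Of the alternatives, 2 kb (0.366) came within 1.5 times, and the others did not. For loops inside one TAD, p was 1.03e-12 and the paper's is 6.61e-12, and no alternative set in advance came within 1.5 times. With 2 kb and autosomes together, chosen after seeing the values, p was 0.301 and 6.61e-12, with 540 and 814 non-border loops and 84.4% and 68.2% of them inside one TAD. These match the numbers printed in Fig. 6. The paper's 771 and 1126 loops equal the autosomal loops of the lists, and its 1909 and 2079 TADs equal the autosomal borders.

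Non-border loops between TADs in BG3 numbered 128, and the paper's count is about 84 in Supplemental Fig. S6D, read by eye. It was within 1.5 times with 2 kb, 5 kb, strong TADs, q-values under 0.01, autosomes and loops shorter than 200 kb, and not with anchors as deposited, both anchors, whole loops or the TADs of the other map. With 2 kb and autosomes together, chosen after seeing the values, the count was 84.

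Non-border loops with an ncRNA gene at an anchor inside one TAD numbered 85 in BG3 and 101 in Kc167, and the paper's are about 55 and about 60 in Supplemental Fig. S6, read by eye. Between TADs they numbered 16 and 39, and the paper's are about 10 and about 22. Of the alternatives set in advance, q-values under 0.01 came within 1.5 times for all 4 counts, while extended anchors did not. All transcripts and all genes change the promoters alone and leave these counts as they are. With 2 kb and autosomes, chosen after seeing the values, the counts were 69, 70, 10 and 26, and with the ncRNA biotype alone, also chosen after seeing them, 78, 97, 16 and 37. Over all loops, the share with an ncRNA gene was 15.1% in BG3, and the paper's is 10%. No alternative set in advance came within 1.5 times, while 2 kb and autosomes (14.7%) and the ncRNA biotype alone (14.1%), both chosen after seeing the values, did. Supplemental Fig. S6 splits loops into those inside and between TADs, and its legend does not say whether loops at borders are left out. Over non-border loops the share was 14.5% in BG3 and 12.3% in Kc167, and 14.3% and 12.2% with q-values under 0.01, all within 1.5 times. With extended anchors it was 21.8% and 19.5%, not within it.

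The legend of Fig. 6 states that Kc167 has more loops within TADs, while the paper's text states this for BG3. The share was higher in BG3, by 81.7% to 66.5%, and the count was higher in Kc167, by 756 to 570. The paper states that close to every other loop has a promoter. The share was 36.6% in BG3 and 30.1% in Kc167, and it was 48.1% and 39.7% with all genes, and 57.8% and 52.0% with extended anchors. The paper proposes an enrichment of ncRNAs on the plus strand on the right of BG3-specific borders. There, 5 plus-strand and 7 minus-strand 5' ends lay within 1 kb, 3 and 4 within 500 bp, and 11 and 15 within 2 kb. With weak borders included, 16 plus-strand and 23 minus-strand ends lay within 1 kb. With gene bodies they were 10 and 10. With the ncRNA biotype alone, chosen after seeing the values, 4 plus-strand and 3 minus-strand ends lay on the right, the direction the paper states. Strong Kc167-specific borders number about 560 in Fig. 1E, read by eye, while 454 were found by distance and 558 with the row numbers of the supplementary code, of which 255 were also found by distance.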

Other observations

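No test in these observations was chosen after its result was seen, apart from the choice of loops over 1 Mb.

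Some long-range pixels of Kc167 shared an anchor. The anchor holding the start of CG5681 on 2L, 17986001 to 17988000, was joined to sites at 21580001, 21622001, 21714001 and 21802001. On 3R the anchor at 2088001 was joined to 9782001, 21544001 and 27320001. On 3L the site at 19356001 was joined both to the anchor with CG5114 at 14982001 and to 18078001. The start of Nnf1b and Dbp21E2 on 2L was joined to 3364001 and 3406001. On 3R the anchors of P58IPK and CHKov1 were joined to each other over 15742 kb.

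Within the 3L group of BG3, the most contacts were counted between the anchor of Cypl and Hipk and that of mRpS35 (174 observed against 5.61 expected). The anchor of MED14 was joined to 5170001 (89 observed), and the anchor of CG13884 to that of Con (66 observed). The anchor of Tcs5 and CHMP2B was joined to 2770001 (32 observed).

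Genes of structural and metabolic groups were at a few anchors. The cuticle gene Twdlbeta had a loop of 16 kb and the mitochondrial ribosomal gene mRpS2 one of 30 kb in both maps. The chemosensory receptor genes Gr22e and Ir48c were at anchors in both maps as well, with loops of 38 and 78 kb in BG3. Cuticle genes were near BG3-specific borders for 1 of 87 within 5 kb, 1.15% against 10.9% of other genes (Fisher's exact test, adjusted p = 0.0349), and within 2 kb the deficit was not past the threshold (exact test, adjusted p = 0.657).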
